# Transcriptome analysis revealed growth phase-associated changes of a centenarian-originated probiotic *Bifidobacterium animalis* subsp*. lactis* A6

**DOI:** 10.1186/s12866-022-02474-5

**Published:** 2022-02-25

**Authors:** Hui Wang, Jieran An, Chengfei Fan, Zhengyuan Zhai, Hongxing Zhang, Yanling Hao

**Keywords:** *Bifidobacterium animalis* subsp. *lactis* A6, RNA-seq, Growth phase, Tad pili, Adhesion

## Abstract

**Background:**

The physiology and application characteristics of probiotics are closely associated with the growth phase. *Bifidobacterium animalis* subsp. *lactis* A6 is a promising probiotic strain isolated from the feces of a healthy centenarian in China. In this study, RNA-seq was carried out to investigate the metabolic mechanism between the exponential and the stationary phase in *B. lactis* A6.

**Results:**

Differential expression analysis showed that a total of 815 genes were significantly changed in the stationary phase compared to the exponential phase, which consisted of 399 up-regulated and 416 down-regulated genes. The results showed that the transport and metabolism of cellobiose, xylooligosaccharides and raffinose were enhanced at the stationary phase, which expanded carbon source utilizing profile to confront with glucose consumption. Meanwhile, genes involved in cysteine-cystathionine-cycle (CCC) pathway, glutamate dehydrogenase, branched-chain amino acids (BCAAs) biosynthesis, and Clp protease were all up-regulated in the stationary phase, which may enhance the acid tolerance of *B. lactis* A6 during stationary phase. Acid tolerance assay indicated that the survival rate of stationary phase cells was 51.07% after treatment by pH 3.0 for 2h, which was 730-fold higher than that of 0.07% with log phase cells. In addition, peptidoglycan biosynthesis was significantly repressed, which is comparable with the decreased growth rate during the stationary phase. Remarkably, a putative gene cluster encoding Tad pili was up-regulated by 6.5 to 12.1-fold, which is consistent with the significantly increased adhesion rate to mucin from 2.38% to 4.90% during the transition from the exponential phase to the stationary phase.

**Conclusions:**

This study reported growth phase-associated changes of *B. lactis* A6 during fermentation, including expanded carbon source utilizing profile, enhanced acid tolerance, and up-regulated Tad pili gene cluster responsible for bacterial adhesion in the stationary phase. These findings provide a novel insight into the growth phase associated characteristics in *B. lactis* A6 and provide valuable information for further application in the food industry.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12866-022-02474-5.

## Background

Probiotics are defined as “live microorganisms which when administered in adequate amounts confer a health benefit on the host” [1]. Some probiotics confer a number of health-promoting benefits to human host, such as competitive exclusion of pathogenic bacteria, modulation of immune system and enhancement of epithelial barrier function [2–4]. Therefore, probiotics, mainly including lactobacilli and bifidobacteria, have been widely applied as food and dietary supplements [5]. However, the physiology and application characteristics of probiotics are closely associated with the growth phase. After spray drying, the viability of *Lactobacillus rhamnosus* GG was approximately 20 times higher at stationary phase than that of cells from the exponential phase [6]. Meanwhile, the maximum adhesion ability of *L. rhamnosus* GG to Caco-2 cells at the early stationary phase was ten times higher than that of cells at the exponential phase [7]. Therefore, it is noteworthy to investigate the growth phase-associated metabolic mechanisms in probiotics.

Omics techniques provide an effective strategy to reveal growth phase-associated metabolic mechanisms. Transcriptomic analysis revealed a shift from the cell division gene expression at the lag phase to a carbohydrate metabolism-related gene repertoire at the exponential growth phase in *Bifidobacterium bifidum* PRL2010 [8]. Meanwhile, transcriptomic analysis of *Lactobacillus casei* Zhang showed that genes involved in carbohydrate metabolism, inorganic ion transport, and chaperones were highly expressed at the stationary phase, whereas genes related to nucleotide transport and metabolism, energy production and conversion were predominantly expressed during the exponential phase [9]. Furthermore, combined transcriptomic and proteomic analyses demonstrated that the shift from glucose fermentation to galactose utilization and the transition from homolactic to mixed acid fermentation were observed from the exponential to the stationary growth phase in *L. rhamnosus* GG [10].

*Bifidobacterium animalis* subsp. *lactis* A6 (*B. lactis* A6) was isolated from a healthy centenarian in the Bama County of the Guangxi Zhuang Autonomous Region in China [11], which is famous for having a population with a high life-expectancy. Previous study showed that *B. lactis* A6 had high acid resistance to low pH and could improve obesity in mice [12, 13]. Unlike DNA microarray method which is constrained by the certain levels of background signal and the limited dynamic detection range, RNA-Seq, as the Next-Generation Sequencing technology, provides higher efficiency and sensitivity for microbial transcriptomic analysis [14]. In this study, RNA-seq was performed to investigate the growth phase-related changes between the exponential and stationary phase in *B. lactis* A6. Our results will provide new insights for the rational application of *B. lactis* A6 as probiotics.

## Results

### Growth of *B. lactis* A6 strain

In order to investigate the changes of growth situation, *B. lactis* A6 was cultured in 15 ml de Man-Rogosa-Sharp broth supplemented with 0.05% (w/v) L-cysteine (MRSc) for 24 h. As shown in Fig. 1, the OD_600_ value reached 5.4 at the end-point of fermentation at 24 h, and the pH was reduced to 4.6 from an initial value of 6.5. The bacteria entered into the exponential growth phase at time point T_0_ with OD_600_ ~ 0.6 and the stationary growth phase at time point T_1_ with OD_600_ ~ 4.0.

**Fig. 1:**
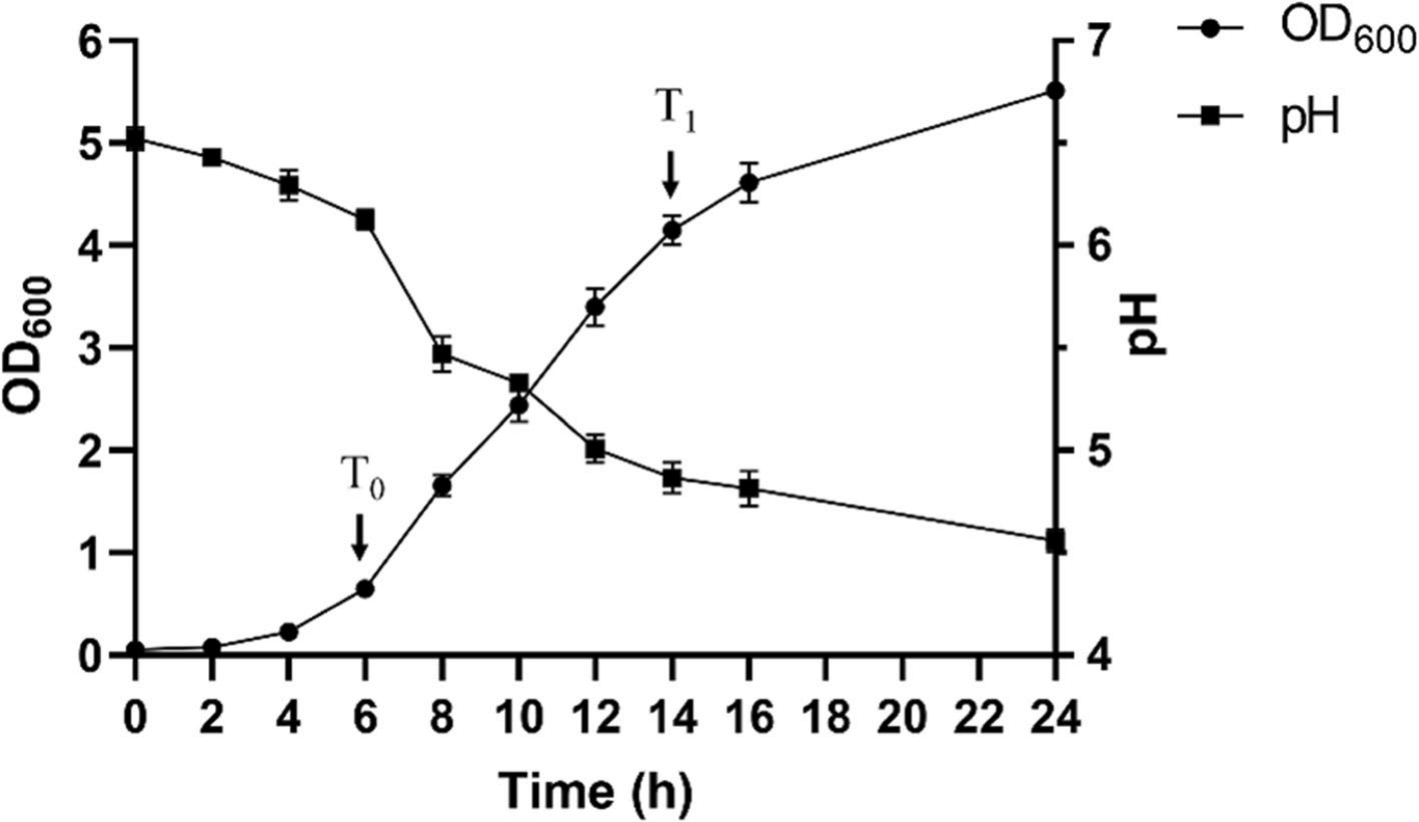
Growth of *B. lactis* A6 strain in MRSc broth incubated at 37°C for 24 h. The OD_600_ and pH were determined from 0 to 24 h. *B. lactis* A6 grew up to an average OD_600_ around 0.6~0.8 was collected as the exponential phase samples (time point T_0_), while OD_600_ around 4.0~4.2 was collected as the stationary phase samples (time point T_1_).

### Global gene expression profiles in the stationary phase compared to the exponential phase

The number of clean reads and the reads mapping to the reference genome are shown in Table S1 and S2. After removing low quality reads (a single sequencing read contains more than 50% bases with Phred Quality Score ≤ 20) and adaptor sequences, more than 19.6 million high-quality reads per sample were generated. 

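RNA of B. lactis A6 grown in MRSc broth at 37°C was compared between cells collected at an OD600 of 0.6 to 0.8 (exponential phase) and at an OD600 of 4.0 to 4.2 (stationary phase). The paper's tables list 6 libraries, which are exponential replicates 1 to 3 and stationary replicates 2 to 4. A library of exponential replicate 4 was measured as well, and the paper gives no reason for leaving it out. The values below use the 6 libraries first and then all 7. RNA was extracted with TRIzol, treated to remove DNA, made into libraries with a directional kit and sequenced as paired ends. The authors aligned the reads with Bowtie2 2.2.3 and counted them per gene with HTSeq 0.6.1. Each gene got an FPKM, fragments scaled by gene length and by a total of fragments per library. The table of FPKM has 1719 entries, of which 1622 are numbered genes, 52 have identifiers starting with BAA6_t, 16 start with BAA6_r and are at 0 in every library, 17 are transcripts predicted by the study and 12 are small RNAs. Every FPKM of the 1675 entries above 0 in at least 2 libraries came out as a whole number of fragments, within 0.001 of a fragment, and 99.5% of the lengths came out whole. The totals behind the FPKM were 9861421, 8286173 and 9427457 fragments for exponential replicates 1 to 3, 9309891 for exponential replicate 4, and 9407385, 9332527 and 8496078 for stationary replicates 2 to 4. Table S1 gives 19652184 to 23835722 clean reads per library as the paper's values. Paired ends give a pair of reads per fragment, so these reads and the fragment totals behind the FPKM are in different units. A gene of 1 kb with 3 fragments has an FPKM of 0.304 to 0.362, depending on the library, so genes near an FPKM of 1 rest on few fragments. For the comparison of the phases, each library was divided by a median-of-ratios size factor, which was 0.902 to 0.924 for the exponential libraries, 1.19 and 1.21 for stationary replicates 2 and 3 and 0.906 for stationary replicate 4. The 1665 genes with a mean scaled FPKM above 1 were tested on log2(scaled FPKM + 1) with limma and Benjamini-Hochberg adjustment, and were called at an adjusted p under 0.05 and a fold change of at least 1.5, the thresholds of the paper. The log2 fold changes are on this scale, which understates the change of low genes, while a fold given as such is the ratio of the mean scaled FPKM. Levels are scaled FPKM as mean ± SD over n = 3 libraries per phase unless another unit is named. Scaled values of exponential replicate 4, and log2 ratios to it, use size factors over all 7 libraries. These factors are 0.947 to 0.966 for exponential replicates 1 to 3, so on that scale the other libraries lie slightly below the levels printed. A small gap between the 2 scales is therefore not a difference between libraries. Both libraries numbered 4 stood apart from the others of their phase, so counts are also given without stationary replicate 4, together with the log2 ratio of stationary to exponential replicate 4, a single pair that allows no test.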

The clean reads were aligned to the whole reference genome sequence, and more than 99% of the clean reads for each sample were mapped to the genome. 

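On log10(FPKM + 1) over all entries of the table, the squared Pearson correlation (R2) was 0.982 to 0.989 among exponential replicates 1 to 3 and 0.993 between stationary replicates 2 and 3. Stationary replicate 4 had lower values, with an R2 of 0.874 with stationary replicate 2 and 0.872 with stationary replicate 3, which is a Pearson's r of 0.935 and 0.934. Between the phases the R2 of the 6 libraries lay between 0.733 and 0.827, and the 3 highest values, 0.814 to 0.827, were those of stationary replicate 4. Exponential replicate 4, which the paper leaves out without a stated reason, had an R2 of 0.895, 0.893 and 0.884 with exponential replicates 1 to 3 and of 0.891 with stationary replicate 4. The 10 genes with the most fragments took 21.1% of the fragments in stationary replicate 4 and 19.3% in exponential replicate 4, against 13.3% to 15.0% in the other libraries. No 2 libraries of a phase differed by less than the sampling noise. The chi-square of the fragments per gene was lowest between stationary replicates 2 and 3, at 28.7, where sampling alone gives about 1. These correlations are across genes, which are not independent replicates.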

Correlation of gene expression level between three independent biological replicates was shown by the Pearson’s correlation coefficient, which was more than 0.872 for each group (Fig. S1). These results indicated the obtained transcriptome data were suitable for further analysis. Differential expression analysis showed that a total of 815 differential expression genes (DEGs) consisted of 399 up-regulated and 416 down-regulated genes in the stationary phase (A6_WD) compared to the exponential phase (A6_log) (Fig. 2A). 

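In the stationary phase 449 genes were up-regulated and 473 down-regulated among the 1665 tested over the paper's 6 libraries. The gene with the largest fall was argG (BAA6_0733), the argininosuccinate synthase of arginine biosynthesis, from 4069 ± 518 to 249 ± 48.5 scaled FPKM (log2 fold change -4.04, standard error 0.17, limma adjusted p = 5.11e-05). BAA6_1045, which the paper does not name, fell from 611 ± 40.8 to 56.7 ± 2.68 (log2 fold change -3.41, standard error 0.12, limma adjusted p = 4.59e-05). BAA6_0244 rose from 1.24 ± 0.174 to 69.2 ± 25.5 (log2 fold change 4.91, standard error 0.37, limma adjusted p = 0.000152) and BAA6_1591 from 5.06 ± 2.27 to 161 ± 18.3 (log2 fold change 4.81, standard error 0.35), from at most 8 fragments in each of exponential replicates 1 to 3 for both. Exponential replicate 4, left out by the paper with no reason given, had an FPKM of 40.4 for BAA6_0244, against 0.946 to 1.25 in exponential replicates 1 to 3, and of 36.6 for BAA6_1591. With this library added, 407 genes were up-regulated and 433 down-regulated, of which 381 and 420 were called in the same direction over the 6 libraries. Without stationary replicate 4, 1088 genes were called, 51.6% of them up-regulated. With the replicate number as a block 554 were up-regulated and 512 down-regulated over the 6 libraries, where exponential replicate 1 and stationary replicate 4 have no partner, and 377 and 428 over the 7. Low genes rose in general in stationary replicates 2 and 3. Of the 417 tested genes with the lowest exponential means, up to 79.0 FPKM, 391 were above that mean in both libraries, with a median rise of 51.8 FPKM as deposited, against 7.48 in stationary replicate 4. The share of up-regulated genes among the calls depended on the scaling. It was 48.7% with size factors, 61.3% (536 up and 339 down) for the FPKM as deposited and 59.3% (913 calls) with upper-quartile scaling, settings under which the median log2 change of all genes was 0.06, 0.31 and 0.25.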

The Veen diagram showed 1651 co-expressed genes (FPKM value > 1) both in the stationary and log phase, 18 specifically expressed genes (SEGs) in the stationary phase, and 1 SEG in the log phase (Fig. 2B). Among these co-expressed genes, ~ 60 top expressed genes are summarized in Fig. 2C, which are mainly involved in the core metabolic pathways, including transcription and translation (ribosomal protein), energy production (ATP synthase and glycolysis), and redox reaction (oxidoreductase). 

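With the mean FPKM of the 6 libraries, 1648 genes were above 1 in both phases, 21 in the stationary phase only and 2 in the exponential phase only. One gene of the exponential phase was BAA6_0096, with a mean FPKM of 8.75 in the exponential and 0.676 in the stationary phase. The other was BAA6_t042, whose mean rests on 1 fragment in each of exponential replicates 1 and 2. Exponential replicate 4, which Tables S1 and S2 do not list, with no reason given, had 13 fragments for BAA6_0096 and 0 for BAA6_t042. With it added, the counts were 1651, 18 and 1, equal to those of the paper's Venn diagram. Whether the diagram includes this library is not stated in the paper. Of the 21 genes of the stationary phase, 14 were not above an FPKM of 1 in stationary replicate 4 and 4 were above it in exponential replicate 4. With stationary replicate 4 left out the counts were 1649, 21 and 1, where the gene of the exponential phase was not BAA6_0096. Requiring an FPKM above 1 in every replicate of a phase gave 1627, 26 and 2, and an FPKM above 2 for the mean gave 1635, 28 and 1. The genes changed as well, since only 4 of these 26 and 13 of these 28 are stationary genes of Table S3.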

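Among the 10 genes with the highest mean FPKM in each phase, translation genes went both ways. BAA6_0892, a ribosomal protein gene in Fig. 2C, and BAA6_0627, labelled translation there, were down-regulated, from 17170 ± 1673 to 9940 ± 4166 FPKM (log2 fold change -1.15, standard error 0.29, limma adjusted p = 0.0128) and from 15180 ± 465 to 10380 ± 1421 FPKM (limma adjusted p = 0.0312). The ribosomal protein gene BAA6_0389 and the translation gene BAA6_0411 were up-regulated, from 10530 ± 771 to 30490 ± 14420 FPKM (limma adjusted p = 0.0272) and from 4577 ± 231 to 18070 ± 7725 scaled FPKM (log2 fold change 1.87, standard error 0.37, limma adjusted p = 0.00498). BAA6_t052 rose from 12670 ± 1596 to 44640 ± 24300 FPKM and the small RNA sRNA00001 from 9990 ± 1318 to 60530 ± 18780 FPKM (log2 fold change 2.29, standard error 0.29, limma adjusted p = 0.000905). The stationary values spread widely because stationary replicate 4 was lower, with an FPKM of 16580 for BAA6_t052 and 13970 for BAA6_0389. The highest value of all was that of a transcript predicted by the study, Novel00010, at 119100 ± 5763 FPKM in the exponential and 124800 ± 66130 in the stationary phase, which did not pass the test (log2 fold change -0.31, standard error 0.72, limma adjusted p = 0.713). Without stationary replicate 4 it was called lower (log2 fold change -0.86, limma adjusted p = 0.00247). It held 9.1% to 10.0% of the summed FPKM in exponential replicates 1 to 3, 5.8% and 6.3% in stationary replicates 3 and 2, 15.3% in stationary replicate 4 and 12.0% in exponential replicate 4, the library the paper leaves out without a stated reason. Exponential replicate 4 also had a lower FPKM for BAA6_0892, 7393, and with it added this gene was not called (limma adjusted p = 0.0572). Neither BAA6_0892 nor BAA6_0627 was called for the FPKM as deposited, nor BAA6_0627 with upper-quartile scaling. For BAA6_0892 the limma call was lost without exponential replicate 3 (adjusted p = 0.0501). For BAA6_0627, BAA6_0389 and BAA6_t052 the limma calls were lost without any of exponential replicates 1 to 3 or stationary replicates 2 and 3 (adjusted p = 0.0797 to 0.115).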

The SEGs in each growth phase are listed in Table S3, however, most of these genes encoded hypothetical proteins. 

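The 21 genes above the FPKM limit in the stationary phase only hold all 18 that Table S3 lists for that phase, and BAA6_0251, BAA6_0674 and BAA6_1529, which it does not list. Most had few fragments. In 11 of the 21 both stationary replicates 2 and 3 had fewer than 20, the range over the 21 being 1 to 175, and 11 had none in exponential replicates 1 to 3. Recovered fragments are the smallest whole numbers that fit the FPKM, so the lowest of these counts can be too low. Within BAA6_1181 to BAA6_1190 lie 9 of the genes. BAA6_1186 had 175 and 120 fragments in stationary replicates 2 and 3, 11 in stationary replicate 4, 1 over exponential replicates 1 to 3 and 6 in exponential replicate 4. Tables S1 and S2 do not list this last library, and the paper gives no reason. BAA6_1181 had 55 and 30 fragments in stationary replicates 2 and 3, 1 in stationary replicate 4 and 0 in all 4 exponential libraries. With 12 of the 21 genes at 0 in stationary replicate 4, the list rests largely on replicates 2 and 3. BAA6_0209, which lies inside the Tad pili cluster, had 11, 4 and 0 fragments in stationary replicates 2, 3 and 4 and 0 in the exponential libraries. BAA6_0047, BAA6_0239 and BAA6_1129, each an ISL3 family transposase in Table S3, share a coding length of 1344 bases. The predicted transcripts Novel00011, Novel00013 and Novel00017 share 287 bases. Whether reads were shared between genes of equal length was not tested.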

The KEGG pathway enrichment analysis of A6_WD compared to A6_log was summarized separately in Fig. 2D. It revealed that the up-regulated genes are mainly participated in the branched-chain amino acids biosynthesis, ABC transporters and metabolic pathways, while down-regulated genes are associated with ribosome, secondary metabolites biosynthesis, and carbon metabolism (glycolysis pathway). Moreover, a list of predicted promoters of constitutively or specifically expressed genes in both growth phases was summarized in the Supplemental profile. 

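No table of pathway members was used here, so the enrichment itself was not recomputed. The values are for genes that the paper's text and Table S4 assign to these pathways, lists chosen by the study on these samples and so not independent evidence of direction. For branched-chain amino acids, ilvC (BAA6_0146), the ketol-acid reductoisomerase, rose from 2932 ± 310 to 12060 ± 2627 and ilvB (BAA6_0283), the acetolactate synthase, from 278 ± 14.7 to 721 ± 135. Among ABC transporters the direction was mixed. All 5 opp genes for oligopeptides were up-regulated, led by oppA (BAA6_0566, 5.24-fold), and all 8 genes for aspartate, glutamate and methionine uptake were down-regulated. In carbon metabolism 18 of 19 genes of the bifid shunt and galactose entry were down-regulated and none was up-regulated. As sets, tested with limma's camera at a preset correlation of 0.01 between genes, the bifid shunt (adjusted p = 0.000463), amino acid biosynthesis (0.000785) and the amino acid ABC transporters (0.00205) were lower. With an estimated correlation these sets gave adjusted p = 0.484, 0.475 and 0.484. The opp genes were higher as a set (adjusted p = 0.0251, and adjusted p = 0.475 with an estimated correlation), as were the branched-chain genes (adjusted p = 0.047, and 0.475 with an estimated correlation). No list of ribosomal proteins was read from the figures, so the ribosome is not tested.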

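The additional file gives 1500 predicted promoters for 903 genes or transcripts, each with a score from 0.8 to 1.0, as the study's predictions from sequence. Of the named entries, 880 have an FPKM in the expression table. At least 1 prediction was listed for 244 of the 449 up-regulated genes (54.3%), 217 of the 473 down-regulated genes (45.9%) and 385 of the 743 tested genes that were not called (51.8%). Against the genes not called, the odds ratio was 1.11 for the up-regulated genes (two-sided Fisher's exact test, adjusted p = 0.403) and 0.788 for the down-regulated genes (adjusted p = 0.0912), so neither share differed at the 0.05 level after Benjamini-Hochberg adjustment over both tests. In the Tad pili cluster 4 of 7 genes had a prediction. The first gene of the cluster, tadZ (BAA6_0205), had 4, and the study's highest score among them was 0.98 for the 50 bases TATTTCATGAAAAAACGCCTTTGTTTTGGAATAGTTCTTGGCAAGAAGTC.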

Based on the KEGG pathway analysis, the DEGs involved in carbohydrate uptake and metabolism, oligopeptides uptake, peptidoglycan biosynthesis, acid tolerance resistance and adhesion to mucin were discussed in detail as follows.

**Fig. 2:**
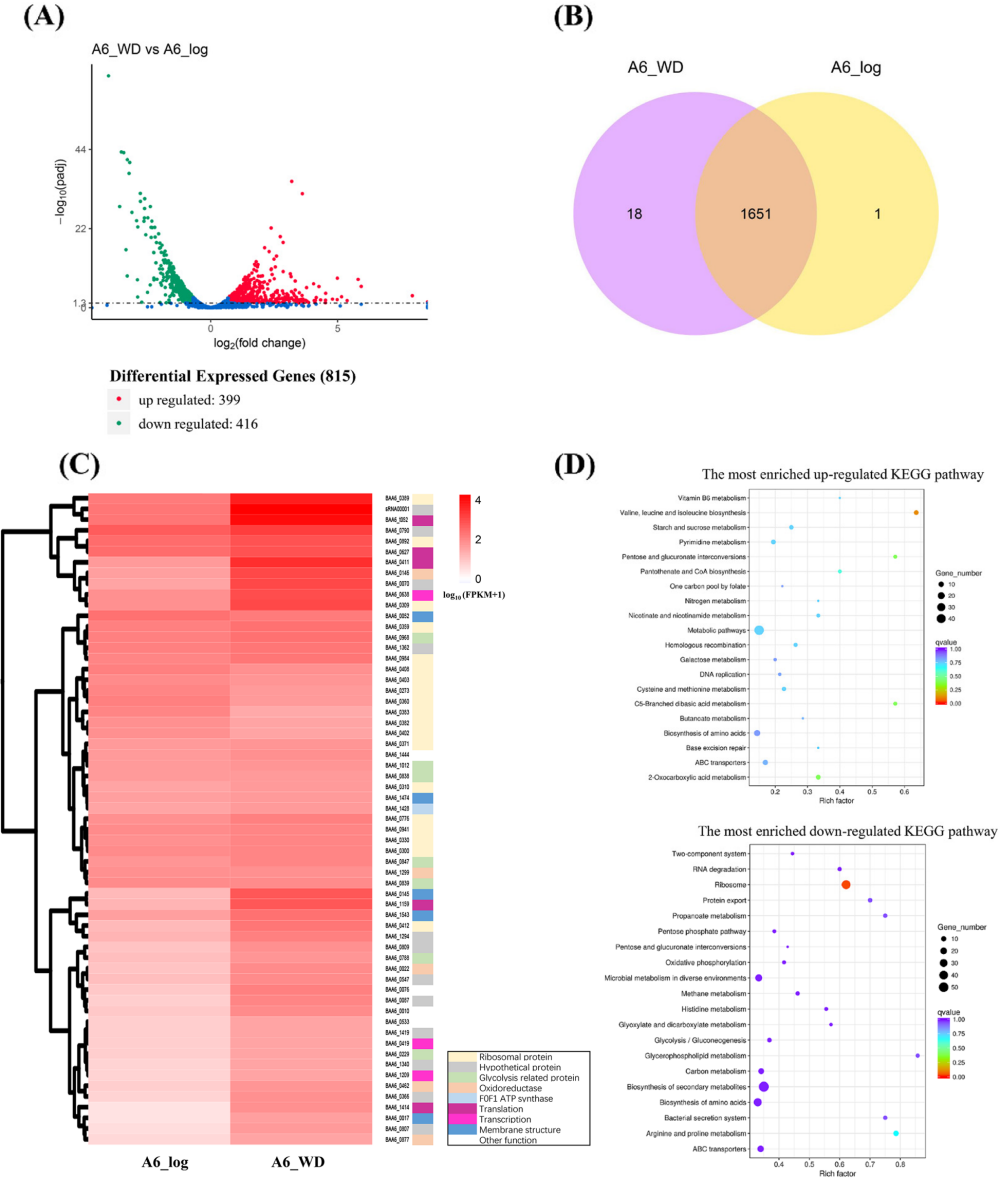
RNA-seq analysis of DEGs. (**A**) Volcano plot of DEGs during the stationary phase (A6_WD) compared to the log phase (A6_log). The red plots represent up-regulated genes, green plots represent down-regulated genes. (**B**) Venn diagram of expressed genes based on FPKM value > 1. The overlapped region represents co-expressed genes both in the stationary and log phase, while non-overlapped area represents the specifically expressed genes in each growth phase. (**C**) Hierarchical clustering analysis of top expressed genes both in the log and stationary growth phase. The depth of color indicates the expression level of genes calculated by log_10_(FPKM+1). The biological process for each gene is summarized right behind gene number. (**D**) Scatter plot of enriched KEGG pathway of DEGs in the stationary phase compared to the log phase. The size of black circle indicates the numbers of DEGs involved in each biological pathway, and the color of points correspond to different q-value ranges.

### Carbon source utilization profile was expanded during the stationary phase

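Genes for different sugars moved in different directions. For xylooligosaccharides, the binding protein gene BAA6_0517 rose from 76.6 ± 10.8 to 197 ± 17.8 scaled FPKM (log2 fold change 1.36, standard error 0.16, limma adjusted p = 0.000699) and BAA6_0518 from 23.4 ± 4.97 to 50.7 ± 13.5 (log2 fold change 1.07, standard error 0.29, limma adjusted p = 0.0167). The xylanase gene xyn (BAA6_0523, 2.52-fold) and the arabinofuranosidase gene BAA6_0061 (1.90-fold) rose too, so that all 4 genes of this list were up-regulated. Of the raffinose transporter genes only BAA6_1585 passed the test (log2 fold change 1.48, standard error 0.53, limma adjusted p = 0.0445). BAA6_1586 (log2 fold change 0.65, standard error 0.49, limma adjusted p = 0.278) and BAA6_1587 (log2 fold change 1.13, standard error 0.58, limma adjusted p = 0.130) did not. In the galactooligosaccharide list BAA6_0488, BAA6_0490 and BAA6_0491 fell 2.41-fold, 2.88-fold and 2.18-fold. BAA6_0489, which is 120 bases long and not listed in Table S4, rose from 13.8 ± 5.17 to 136 ± 94.0 (log2 fold change 2.91, standard error 0.69, limma adjusted p = 0.0105), with 34.6 in stationary replicate 4. The maltotriose permease gene BAA6_1555 fell 2.58-fold, and the pullulan transporter genes BAA6_1548 and BAA6_1549 fell 1.83-fold and 2.12-fold. Adjusted over the list alone, 4 xylooligosaccharide genes were higher, 0 raffinose genes passed, and 3 galactooligosaccharide genes were lower and 1 higher; the study chose these lists on the same samples, so this is not independent evidence. With exponential replicate 4 added, a library the paper leaves out without giving a reason, the calls of these 14 genes were unchanged. Its scaled FPKM was 89.8 for BAA6_0517 and 41.0 for BAA6_0489. Once stationary replicate 4 was left out, all 3 raffinose genes were up-regulated. In stationary replicates 2 and 3 the 417 tested genes with the lowest exponential means rose by a median of 51.8 FPKM as deposited (quartiles 21.9 and 96.3). The raffinose genes went from exponential means of 12.8, 8.75 and 17.1 to 64.9, 28.6 and 77.9 in stationary replicate 2. BAA6_0518 went from 21.3 to 60.0 there. BAA6_0489 (12.7 to 262) and BAA6_0517 (70.0 to 233) rose beyond these quartiles. Between stationary and exponential replicate 4 the log2 ratio was 0.10, -0.79 and 0.01 for the raffinose genes, -0.29 for BAA6_0489, and at least 0.76 for the xylooligosaccharide genes. With the replicate block over 7 libraries the calls of BAA6_0518 (limma adjusted p = 0.0587), BAA6_1585 (0.0800) and BAA6_0489 (0.0786) were lost. For the FPKM as deposited BAA6_0488, BAA6_0491 and BAA6_1585 were not called, and with quantile normalization BAA6_0518 (log2 fold change -0.11) and BAA6_1585 were not, while BAA6_1586 was called lower (log2 fold change -1.02, limma adjusted p = 0.00539). Limma voom on the fragments did not call BAA6_1585. For BAA6_0518 the limma call was lost without exponential replicate 1 or stationary replicate 2 (adjusted p = 0.0504 to 0.0618). For BAA6_1585 the limma call was lost without any of exponential replicates 1 to 3 or stationary replicates 2 and 3 (adjusted p = 0.0658 to 0.136). For BAA6_1548 and BAA6_1549 the limma calls were lost without exponential replicate 1, exponential replicate 2, stationary replicate 2 or stationary replicate 3 (adjusted p = 0.0600 to 0.0819).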

In this study, genes *BAA6_0517-0518* and *BAA6_1585-1587* encoding two ABC-type transporters for xylooligosaccharides (XOS) and raffinose transport were up-regulated over 2.0-fold during the stationary phase, however, genes *BAA6_0488-0491*, *BAA6_1555*, and *BAA6_1548-1549* encoding three ABC-type transporters for galactooligosaccharides (GOS), maltotriose, and pullulan transport were down-regulated over 1.8-fold. 

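Both genes of the cellobiose list were low in the exponential phase and higher in the stationary phase. The cellobiose phosphorylase gene cbpA (BAA6_1416) rose from 5.28 ± 1.33 to 41.0 ± 21.4 scaled FPKM, 7.77-fold (log2 fold change 2.59, standard error 0.52, limma adjusted p = 0.00510). The permease gene cebG (BAA6_1415) rose from 6.22 ± 2.85 to 22.5 ± 11.4, 3.62-fold (log2 fold change 1.64, standard error 0.57, limma adjusted p = 0.0419). The spread in the stationary phase came with a low stationary replicate 4, at 16.5 for cbpA and 9.47 for cebG. Without it the log2 fold changes were 3.13 and 2.15. In stationary replicates 2 and 3 cbpA and cebG were 59.1 and 29.2 FPKM as deposited above the exponential mean, within the quartiles of the rise of all 132 tested genes with an exponential mean up to 10 FPKM, a median of 35.2 FPKM (quartiles 15.2 and 62.7). Stationary replicate 4 against exponential replicate 4 gave log2 ratios of 0.28 and 0.18. Both calls held with exponential replicate 4 added, which the paper does not use and gives no reason for (12.9 for cbpA and 7.91 for cebG). Neither held with the replicate block over the 7 libraries (limma adjusted p = 0.0589 for cbpA and 0.133 for cebG). Quantile normalization did not call cebG, nor did a filter at a mean of 10. For cebG the limma call was lost without any of exponential replicates 1 to 3 or stationary replicates 2 and 3 (adjusted p = 0.0671 to 0.134).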

Interestingly, *BAA6_1415* encoding a putative cellobiose ABC transporter permease protein CebG and *BAA6_1416* encoding cellobiose phosphorylase CbpA were found simultaneously up-regulated over 3.6-fold in the stationary phase. Exogenous cellobiose is transported into the bacterial cell by CebG, and then catalyzed by CbpA to yield one molecule of glucose-1-phosphate and glucose [15]. Moreover, genes *BAA6_0481* and *BAA6_0050* encoding two putative MFS transporters for the uptake of GOS and gentiobiose were up-regulated 6.2 and 3.6-fold, respectively (Table S4 and Fig. 3). 

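The symporter gene BAA6_0481 rose from 3.15 ± 0.553 to 19.7 ± 10.1 scaled FPKM (6.24-fold; log2 fold change 2.17, standard error 0.53, limma adjusted p = 0.0112), and the gentiobiose transporter gene BAA6_0050 from 35.4 ± 3.58 to 127 ± 41.5 (3.58-fold; log2 fold change 1.76, standard error 0.29, limma adjusted p = 0.00224). Next to BAA6_0481, the beta-galactosidase gene lacZ (BAA6_0482) rose from 3.00 ± 0.421 to 28.7 ± 19.1. All 3 genes of this list, chosen by the study, were up-regulated, and all 3 stayed so with exponential replicate 4 added. In that library, left out by the paper without a reason, their scaled FPKM was 5.61, 4.61 and 52.6 for BAA6_0481, lacZ and BAA6_0050. The rise of BAA6_0481 and lacZ in stationary replicates 2 and 3, 27.6 and 44.8 FPKM as deposited, was common among low genes, since the 132 tested genes with an exponential mean up to 10 FPKM rose there by a median of 35.2 FPKM (quartiles 15.2 and 62.7). In the absence of stationary replicate 4 the log2 fold changes were 2.67, 3.35 and 2.06, while stationary against exponential replicate 4 gave 0.43, 0.45 and 0.53. In the replicate block over the 7 libraries, BAA6_0481 (limma adjusted p = 0.0874) and lacZ (0.0689) were not called. Neither was called with quantile normalization. For BAA6_0481 the limma call was lost without stationary replicate 3 (adjusted p = 0.0539). For lacZ the limma call was lost without exponential replicate 1, exponential replicate 3, stationary replicate 2 or stationary replicate 3 (adjusted p = 0.0529 to 0.0682).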

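Over the 46 genes of carbohydrate uptake and metabolism that the paper's text, Table S4 and Fig. 3 name, 16 were up-regulated, 26 down-regulated and 4 were not called. The study picked these genes from the same libraries, so the counts are not independent evidence of direction. Adjusted over the list alone they were 16 and 27. Among 4 further genes that Fig. 3 draws as unchanged, BAA6_0048, BAA6_1547, BAA6_1581 and BAA6_1584, none passed the test over the 6 libraries, with log2 fold changes from -0.39 to 0.40. BAA6_0048 was called higher and BAA6_1547 lower without stationary replicate 4 and with the replicate block over the 7 libraries (limma adjusted p = 0.0141 and 0.0214), and BAA6_1581 was called higher for the FPKM as deposited and with upper-quartile scaling. Once exponential replicate 4 was added the counts for the 46 genes were 15 up and 27 down, and without stationary replicate 4 they were 19 and 27. Of the 46 genes, 42 had a log2 ratio of the same sign between stationary and exponential replicate 4. With the replicate block over the 7 libraries 7 were up-regulated and 26 down-regulated.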

A phenomenon of selectively expressed genes involved in uptake of exogenous carbon sources was observed during transition from the exponential phase to the stationary phase in *B. lactis* A6.

**Fig. 3:**
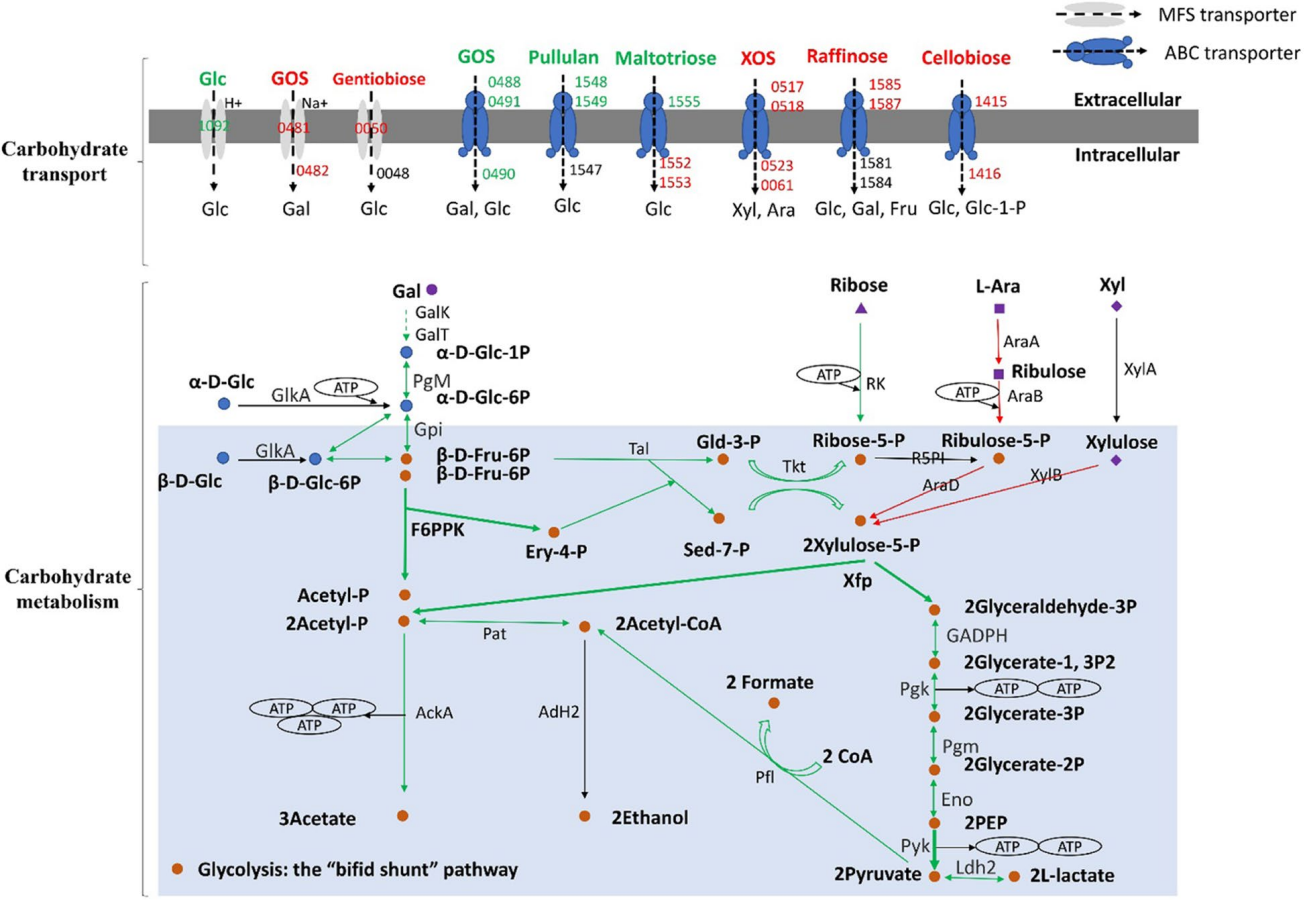
Graphical representation of DEGs involved in carbohydrate transport and metabolism in *B*. *lactis* A6. Arrows or gene numbers in black, red or green color show genes which are unchanged, up-regulated or down-regulated at transcriptional level in the stationary phase compared to the log phase, respectively. GOS, galactooligosaccharides; XOS, xylooligosaccharides; Glc, glucose; Gal, galactose; Xyl, xylose; Ara, L-arabinose; Fru, fructose; GalK, galactose kinase; GalT, galactose-1-phosphate uridylyltransferase; Glc-1-P, glucose-1-phosphate; Glc-6-P, glucose-6-phosphate; GlkA, glucokinase; PgM, phosphoglucomutase; Gpi, glucose-6-phosphate isomerase; β-D-Fru-6P, β-D-fructose-6-phosphate; F6PPK/Xfp, fructose-6-phosphate/Xylulose-5-phosphate phosphoketolase; Ery-4-P, erythrose-4-phosphate; Acetyl-P: acetyl-phosphate; Tal, transaldolase; Gld-3-P, glyceraldehyde 3-phosphate; Sed-7-P, sedoheptulose 7-phosphate; Tkt, transketolase; R5PI, ribose-5-phosphate isomerase; RK, ribose kinase; AraA: L-arabinose isomerase; AraB: L-ribulokinase; AraD: L-ribulose-5-phosphate 4-epimerase; XylA, xylose isomerase; XylB, xylulokinase; GADPH, glyceraldehyde 3-phosphate dehydrogenase; Pgk, phosphoglycerate kinase; Pgm, phosphoglyceromutase; Eno, enolase; PEP, phosphoenolpyruvate; Pyk, pyruvate kinase; Ldh2, lactate dehydrogenase; Pfl, formate acetyltransferase; Pat, phosphate acetyltransferase; AckA, acetate kinase; Adh2, bifunctional acetaldehyde-CoA/alcohol dehydrogenase.

For glucose transport and metabolism, gene *BAA6_1092* encoding a putative glucose uptake permease was down-regulated 6.1-fold during the stationary phase. 

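The glucose permease gene BAA6_1092 fell from 816 ± 8.41 to 133 ± 22.6 scaled FPKM, 6.14-fold (log2 fold change -2.62, standard error 0.15, limma adjusted p = 6.92e-05). The drop far exceeded the spread in both phases. Exponential replicate 4, not used by the paper, which gives no reason, was lower than the other exponential libraries, at 411, and the log2 fold change with it was -2.38. Without stationary replicate 4 it was -2.48, and stationary against exponential replicate 4 gave -1.98.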

Meanwhile, eighteen genes involved in glucose metabolism called “the bifid shunt” were also down-regulated 1.5~3.6-fold during the stationary phase (Table S4 and Fig. 3). Among them, gene *BAA6_0968* encoding a bifunctional fructose-6-phosphate/xylulose-5-phosphate phosphoketolase (F6PPK/Xfp) was decreased 1.7-fold, which catalyzes the conversion of xylulose 5-phosphate or fructose 6-phosphate to acetyl phosphate [16]. Furthermore, gene *pyk*, *ldh2*, *pfl*, and *ackA* encoding pyruvate kinase, lactate dehydrogenase, formate acetyltransferase and acetate kinase were down-regulated 1.5, 2.6, 3.6 and 1.7-fold, respectively, which are involved in the production of pyruvate, L-lactate, formate and acetate [17]. 

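In the bifid shunt, the central sugar pathway of bifidobacteria, and the galactose steps that feed it, 18 of 19 genes were down-regulated and none was up-regulated, with falls of the mean from 1.48-fold to 3.61-fold. The formate acetyltransferase gene pfl (BAA6_1078) fell most, from 4540 ± 912 to 1258 ± 426 scaled FPKM (log2 fold change -1.89, standard error 0.27, limma adjusted p = 0.00134), followed by the phosphate acetyltransferase gene pat (BAA6_0969), from 459 ± 60.9 to 139 ± 24.3 (log2 fold change -1.73, standard error 0.17, limma adjusted p = 0.000346), and galK (BAA6_1351), from 522 ± 6.37 to 175 ± 48.2. The glyceraldehyde-3-phosphate dehydrogenase gene (BAA6_1161) went from 6249 ± 269 to 4230 ± 1317 and did not pass the test (log2 fold change -0.61, standard error 0.23, limma adjusted p = 0.0536). All 19 passed adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Adding exponential replicate 4, which the paper leaves out without stating why, gave 19 of 19 lower, as did leaving out stationary replicate 4. Exponential replicate 4 had 7063 for pfl and 8340 for BAA6_1161. All 19 had a negative log2 ratio between stationary and exponential replicate 4, 15 of them past 1.5-fold (median -0.87). The number of calls depended on the scaling, with 11 of 19 lower for the FPKM as deposited. In limma voom on the fragments, chosen after seeing the data, 13 were lower. The replicate block over the 7 libraries called BAA6_1161 (limma adjusted p = 0.0173) and not the epimerase gene rpe (BAA6_0794, 0.0658). For BAA6_0431, BAA6_0298, BAA6_0838, BAA6_0839, BAA6_0847 and BAA6_1012 the limma calls were lost without any of exponential replicates 1 to 3 or stationary replicates 2 and 3 (adjusted p = 0.0506 to 0.136). Limma without the trend did not call BAA6_0431, BAA6_0298, BAA6_0838 or BAA6_1012 either.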

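The phosphoketolase gene xfp (BAA6_0968), the most abundant of the shunt, went from 8472 ± 639 to 4955 ± 2215 scaled FPKM, 1.71-fold lower (log2 fold change -0.86, standard error 0.30, limma adjusted p = 0.0437). Stationary replicate 4 stood at 7505, close to the exponential level, and without it the log2 fold change was -1.21. Exponential replicate 4, for whose omission the paper gives no reason, had the highest value of the exponential libraries, 13240, so that stationary against exponential replicate 4 gave -0.87. With this library added the log2 fold change was -1.03. The call was also lost with upper-quartile scaling and in limma voom on the fragments. For xfp the limma call was lost without any of exponential replicates 1 to 3 or stationary replicates 2 and 3 (adjusted p = 0.0865 to 0.138).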

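Of the genes for pyruvate, lactate and acetate, the lactate dehydrogenase gene ldh2 (BAA6_0329) fell from 349 ± 19.1 to 133 ± 32.9 scaled FPKM (2.62-fold; log2 fold change -1.41, standard error 0.19, limma adjusted p = 0.00103). The acetate kinase gene ackA (BAA6_0970) fell from 1419 ± 132 to 828 ± 218 (1.71-fold; log2 fold change -0.80, standard error 0.19, limma adjusted p = 0.0107) and the pyruvate kinase gene pyk (BAA6_0979) from 2976 ± 68.5 to 1944 ± 497 (1.53-fold; log2 fold change -0.64, standard error 0.19, limma adjusted p = 0.0227). For pfl the fall was 3.61-fold. In exponential replicate 4, which the paper does not use, with no reason given, ldh2, ackA and pyk were at 597, 1274 and 4423, and with it all 4 genes were down-regulated. Stationary against exponential replicate 4 gave log2 ratios of -1.86 for ldh2, -0.29 for ackA and -0.88 for pyk. The calls of ldh2 and pfl held under every alternative run. Neither ackA nor pyk was called for the FPKM as deposited, and pyk was not with upper-quartile scaling or quantile normalization either. For pyk the limma call was lost without any of exponential replicates 1 to 3 or stationary replicates 2 and 3 (adjusted p = 0.0599 to 0.0751).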

Remarkably, genes *araA*, *araB*, and *araD* for L-arabinose metabolism to xylulose-5-P and gene *xylB* for xylulose metabolism to xylulose-5-phosphate were all up-regulated over 2.0-fold at the stationary phase [18]. These results showed that the glycolysis pathway was slowed down during the stationary phase with glucose consumption, but *B. lactis* A6 tends to increase gene expression for selective utilization of exogeneous carbon sources, such as XOS, cellobiose, and L-arabinose.

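All 4 genes for arabinose and xylulose, a list chosen by the study on these samples, were up-regulated. The epimerase gene araD (BAA6_0063) rose from 125 ± 14.7 to 551 ± 206 scaled FPKM (log2 fold change 2.07, standard error 0.28, limma adjusted p = 0.00105), araB (BAA6_0062), the ribulokinase gene, from 59.9 ± 4.52 to 226 ± 60.2 (log2 fold change 1.87, standard error 0.21, limma adjusted p = 0.000598), and araA (BAA6_0064), the isomerase gene, from 129 ± 14.9 to 442 ± 195. The xylulose kinase gene xylB (BAA6_0525) rose from 20.0 ± 3.84 to 41.4 ± 10.3 (log2 fold change 1.00, standard error 0.29, limma adjusted p = 0.0210). Stationary replicate 4 was the highest of its phase for the ara genes, at 770 for araD. Without it the 4 genes were still called. After exponential replicate 4 was added, which the paper leaves out and gives no reason for, all 4 were called too. That library had 125 for araB, above the other exponential libraries, and stationary against exponential replicate 4 gave log2 ratios of 1.16, 2.52, 2.22 and 0.33 for araB, araD, araA and xylB. Under the replicate block over the 7 libraries xylB was not called (limma adjusted p = 0.0782). It was not called with quantile normalization either. As deposited, xylB went from an exponential mean of 18.2 FPKM to 57.11 and 56.45 in stationary replicates 2 and 3. The 417 tested genes with the lowest exponential means rose there by a median of 51.8 FPKM (quartiles 21.9 and 96.3). For xylB the limma call was lost without exponential replicate 1, exponential replicate 3, stationary replicate 2 or stationary replicate 3 (adjusted p = 0.0664 to 0.0782).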

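The ribose kinase gene BAA6_1489 fell 2.44-fold (log2 fold change -1.28, standard error 0.15, limma adjusted p = 0.000688). The glucanotransferase gene BAA6_1553 rose 2.09-fold (log2 fold change 1.07, standard error 0.20, limma adjusted p = 0.00366), a call lost with the replicate block over the 7 libraries and with exponential replicate 4 added (adjusted p = 0.0765 from limma), which was at 116 for this gene and is left out by the paper without a reason. From the lower glucose permease and bifid shunt genes and the higher genes for xylooligosaccharides, cellobiose and arabinose, the paper concludes that glycolysis slows with the consumption of glucose and that the strain tends to express more of the genes for selective use of further carbon sources. Transcript levels were measured here, not sugar uptake or flux.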

### Oligopeptides uptake was enhanced to adapt to changes in growth

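Of 8 genes for the synthesis of aspartate, methionine, aromatic amino acids, arginine, proline and glutamine, 7 were down-regulated, 7 also when adjusted over the list alone; the study chose the list on these samples, so this is not independent evidence of direction. The arginine genes fell most after argG, with argF (BAA6_0731), the ornithine carbamoyltransferase gene, going from 1111 ± 84.7 to 225 ± 53.5 scaled FPKM (log2 fold change -2.32, standard error 0.18, limma adjusted p = 0.000155) and argH (BAA6_0734), the argininosuccinate lyase gene, from 1535 ± 63.1 to 307 ± 46.4 (log2 fold change -2.33, standard error 0.13, limma adjusted p = 6.92e-05). The proline gene proC (BAA6_1052) fell 3.33-fold (log2 fold change -1.73, standard error 0.12, limma adjusted p = 0.00012), pheA (BAA6_1150) 2.27-fold and aspC (BAA6_0261) 1.68-fold. The methionine gene metE (BAA6_0881) went from 143 ± 6.54 to 101 ± 15.5. Its limma adjusted p was 0.0258 and its log2 fold change -0.51, which is short of 1.5-fold. With exponential replicate 4 added, for whose omission the paper gives no reason, metE was called (log2 fold change -0.64) and aspC was not (-0.56). Its values were 201 for metE and 293 for aspC. Once stationary replicate 4 was left out, all 8 were called. Of the 8 genes, 7 had a negative log2 ratio between stationary and exponential replicate 4, from -3.46 for argG, and glnA (BAA6_1220) had 0.20. The replicate block over the 7 libraries did not call aspC (limma adjusted p = 0.0636) or glnA (0.104), and called metE (0.0189). Nor was aspC called for the FPKM as deposited, with upper-quartile scaling or with quantile normalization.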

Genes *aspC*, *metE*, *pheA*, *argFGH*, *proC*, and *glnA* involved in aspartate, methionine, tyrosine, phenylalanine, arginine, proline, and glutamine biosynthesis were down-regulated 1.6~16.4-fold during the stationary phase (Table S4). 

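All 8 genes for amino acid uptake, BAA6_1269 and BAA6_1270, BAA6_0680 to BAA6_0683 and BAA6_1082 and BAA6_1083, were down-regulated, by 2.03-fold to 4.47-fold of the mean, and all 8 passed adjusted over the list alone, a list of the study's own choice and so not independent evidence. The methionine permease gene metI (BAA6_1082) fell from 280 ± 26.6 to 62.7 ± 19.7 scaled FPKM (log2 fold change -2.18, standard error 0.23, limma adjusted p = 0.000451), BAA6_1269 from 776 ± 152 to 235 ± 38.6 (log2 fold change -1.71, standard error 0.18, limma adjusted p = 0.000468) and the glutamate transporter gene gluA (BAA6_0680) 2.47-fold (log2 fold change -1.30, standard error 0.10, limma adjusted p = 0.000176). Adding exponential replicate 4, left out in the paper with no reason stated, kept all 8 calls, although it was lower than the other exponential libraries for metI (159) and gluA (398). The libraries numbered 4 gave a smaller difference, with a median log2 ratio of -0.36 over the 8 genes, against -1.56 over the libraries without stationary replicate 4. With the replicate block over 7 libraries gluB (BAA6_0681, limma adjusted p = 0.0599) and metN (BAA6_1083, 0.0756) were not called. For BAA6_1270 the limma call was lost without exponential replicate 3, stationary replicate 2 or stationary replicate 3 (adjusted p = 0.0529 to 0.0597).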

Meanwhile, genes *BAA6_1269-1270*, *BAA6_0680-0683*, and *BAA6_1082-1083* encoding three pairs of ABC-type amino acid transporters for aspartate, glutamate and methionine uptake were also down-regulated 2.0~4.5-fold. However, the *opp* operon, *BAA6_0566-0570*, encoding an ABC oligopeptide transporter OppABCDF was upregulated 2.0~5.2-fold, which are involved in the uptake of oligopeptides for bacteria [19]. 

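The opp genes for oligopeptide uptake all rose. The substrate-binding protein gene oppA (BAA6_0566) rose from 164 ± 30.4 to 1063 ± 373 FPKM as deposited, which is 5.24-fold after scaling (log2 fold change 2.37, standard error 0.21, limma adjusted p = 0.000234) and the ATPase gene oppF (BAA6_0570) 2.74-fold (log2 fold change 1.45, standard error 0.14, limma adjusted p = 0.000325). The permease genes oppB (BAA6_0567) and oppC (BAA6_0568) and the gene between them and oppF, BAA6_0569, rose 2.08-fold, 2.04-fold and 2.02-fold. So 5 of 5 were up-regulated, with 5 also adjusted over the list alone, which is not independent evidence for a list the study chose on these samples. All 5 were also called with exponential replicate 4 added, without stationary replicate 4 and with the replicate block. Exponential replicate 4, unused in the paper for no stated reason, had 129 for oppA, and stationary against exponential replicate 4 gave log2 ratios from 1.39 to 2.39. With quantile normalization oppC and BAA6_0569 were not called, and with limma voom BAA6_0569 was not. For oppC the limma call was lost without exponential replicate 2 (adjusted p = 0.0594). For BAA6_0569 the limma call was lost without exponential replicate 1, exponential replicate 2 or exponential replicate 3 (adjusted p = 0.0669 to 0.0995).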

Simultaneously, genes *dppD* and *dppC* encoding two components of dipeptide transporter DppABCDF complex were increased 8.4 and 5.8-fold, respectively. 

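The dpp genes were low in both phases. The ATPase gene dppD (BAA6_1193) rose from 2.64 ± 1.14 to 22.3 ± 13.1 scaled FPKM (log2 fold change 2.50, standard error 0.62, limma adjusted p = 0.0121). The permease gene dppC (BAA6_1194) went from 3.04 ± 0.552 to 17.7 ± 12.3 and did not pass the test (log2 fold change 1.86, standard error 0.73, limma adjusted p = 0.0617). The difference was carried by stationary replicates 2 and 3, where dppD and dppC were 33.2 and 26.9 FPKM as deposited above the exponential mean. Low genes in general were higher there, by a median of 35.2 FPKM (quartiles 15.2 and 62.7) for the 132 tested genes with an exponential mean up to 10 FPKM. Stationary replicate 4 stood at 7.56 for dppD and 3.72 for dppC, and without it both were called, with log2 fold changes of 3.11 and 2.67. The pair of libraries numbered 4 gave log2 ratios of -0.06 and -0.62. Once exponential replicate 4 was added, which had 7.66 and 6.04 and for which the paper gives no reason for exclusion, dppD was called and dppC was not (limma adjusted p = 0.0223 and 0.0719). With the replicate block over the 7 libraries dppD was not called either (limma adjusted p = 0.125). Nor was it with quantile normalization. For dppD the limma call was lost without stationary replicate 3 (adjusted p = 0.0544).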

DppABCDF is specialized in dipeptide transportation to support bacterial growth in *Escherichia coli* [20]. 

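The dipeptidase gene BAA6_0230 rose from 144 ± 19.7 to 288 ± 24.9 scaled FPKM, 2.00-fold (log2 fold change 1.00, standard error 0.15, limma adjusted p = 0.00152), and the dipeptidase gene BAA6_0186 from 189 ± 24.1 to 318 ± 49.3, 1.68-fold (log2 fold change 0.75, standard error 0.16, limma adjusted p = 0.00697). Both were also up-regulated with exponential replicate 4 added, where the paper gives no reason for not using it (140 and 230), and without stationary replicate 4. Stationary against exponential replicate 4 gave a log2 ratio of 0.64 for BAA6_0186 and a larger one for BAA6_0230. With array weights BAA6_0186 fell short of the fold threshold (log2 fold change 0.55).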

Remarkably, genes *BAA6_0186* and *BAA6_0230* encoding two dipeptidases were all up-regulated over 1.7-fold. Dipeptidase catalyzes the hydrolysis of dipeptides to produce free amino acids for bacterial growth [21]. Therefore, *B. lactis* A6 tends to utilize exogenous amino acids by oligopeptides uptake, rather than *de novo* synthesis of single amino acid during the stationary phase.

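Over the 25 genes of amino acid synthesis, amino acid transport and peptide use that the paper names, 8 were up-regulated, all of them for peptide uptake or cleavage, 15 were down-regulated, all of them for synthesis or uptake of single amino acids, and metE and dppC were not called. The study chose these genes on the same libraries, so the split is not independent evidence. Adjusted over the list alone, 9 were higher and 15 lower. After exponential replicate 4 was added the counts were again 8 and 15, and without stationary replicate 4 they were 9 and 16. Of the 25 genes, 21 kept their sign between stationary and exponential replicate 4. From the fall of synthesis and transporter genes and the rise of opp, dpp and dipeptidase genes, the paper concludes that the strain tends to take up oligopeptides rather than make amino acids in the stationary phase.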

### Peptidoglycan biosynthesis were repressed in the stationary phase

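The transaminase gene glmS (BAA6_0562), the first step from fructose-6-phosphate to peptidoglycan, fell from 1135 ± 23.3 to 526 ± 196 scaled FPKM, 2.16-fold (log2 fold change -1.17, standard error 0.24, limma adjusted p = 0.00567). Stationary replicate 4 was the highest of its phase at 752, and without it the log2 fold change was -1.46. In exponential replicate 4, which the paper leaves out, giving no reason, the value was 856, and the log2 fold change with it was -1.07. The libraries numbered 4 gave -0.24.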

Gene *BAA6_0562* encoding glutamine-fructose-6-phosphate transaminase was down-regulated 2.2-fold during the stationary phase, which catalyzes the first step of peptidoglycan biosynthesis from fructose-6P (Fig. S2). 

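The mutase gene glmM (BAA6_1325) fell from 936 ± 9.89 to 500 ± 95.5 scaled FPKM, 1.87-fold (log2 fold change -0.92, standard error 0.15, limma adjusted p = 0.00201). Exponential replicate 4, not used in the paper, with no reason stated, had 551 FPKM as deposited, against 841 to 875 in exponential replicates 1 to 3. Adding it gave a log2 fold change of -0.81. It was -1.08 without stationary replicate 4, and the ratio within the libraries numbered 4 was -0.22 on the log2 scale.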

The formed glucosamine-6-phosphate was then catalyzed by phosphoglucosamine mutase encoded by *BAA6_1325* to glucosamine-1-phosphate (GlcN-1P). The gene *glmU* encoding a bifunctional protein GlmU was also down-regulated 3.1-fold, which catalyzes the biosynthesis of UDP-N-acetylglucosamine from GlcN-1P [22]. Additionally, *murC*, *murD*, and *murF* were down-regulated over 1.5-fold, which are involved in the addition of L-alanine, D-glutamate, and D-alanyl-D-alanine to UDP-N-acetylmuramate to form the skeletal structure of a DAP-type peptidoglycan. Moreover, gene *BAA6_0083* encoding transpeptidase (DD-TPase) and *murJ* encoding a putative peptidoglycan lipid II flippase were also down-regulated over 1.6-fold. 

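The gene glmU (BAA6_0751), whose enzyme makes UDP-N-acetylglucosamine, fell from 518 ± 44.2 to 168 ± 45.7 scaled FPKM, 3.08-fold (log2 fold change -1.65, standard error 0.20, limma adjusted p = 0.000706), the largest fall among the 6 precursor genes named by the paper. The call held with exponential replicate 4 added (458; its exclusion is not explained in the paper), and stationary against exponential replicate 4 gave a log2 ratio of -1.10.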

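These ligase genes, which build the peptide stem of the precursor, fell to different degrees. The change was largest for murC (BAA6_1199), from 338 ± 13.5 to 126 ± 32.6 scaled FPKM (log2 fold change -1.45, standard error 0.19, limma adjusted p = 0.000984), then murD (BAA6_1202), from 487 ± 19.4 to 247 ± 97.2 (log2 fold change -1.04, standard error 0.25, limma adjusted p = 0.0111), and murF (BAA6_1204), from 452 ± 19.6 to 285 ± 81.3 (log2 fold change -0.70, standard error 0.20, limma adjusted p = 0.0202). With exponential replicate 4 added, which the paper does not use, with no reason stated, all 3 were called. Its values were 269, 445 and 383 for murC, murD and murF, and stationary against exponential replicate 4 gave log2 ratios of -0.77, -0.36 and -0.07. The call of murF was lost under the replicate block over the 7 libraries (limma adjusted p = 0.0637). It was also lost for the FPKM as deposited, with upper-quartile scaling and with quantile normalization. For murF the limma call was lost without any of exponential replicates 1 to 3 or stationary replicates 2 and 3 (adjusted p = 0.0505 to 0.0684).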

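The flippase gene murJ (BAA6_1612) fell from 389 ± 5.62 to 240 ± 31.2 scaled FPKM, 1.62-fold (log2 fold change -0.70, standard error 0.12, limma adjusted p = 0.00296), and the transpeptidase gene BAA6_0083 from 424 ± 12.2 to 263 ± 111, 1.61-fold (log2 fold change -0.76, standard error 0.28, limma adjusted p = 0.0464). For BAA6_0083 stationary replicate 4 stood at 389, near the exponential mean. Both were called with exponential replicate 4 added, a library the paper gives no reason to omit (383 for murJ and 519 for BAA6_0083). These 2 values are on the scale of all 7 libraries, so 383 and the mean of 389 for murJ do not compare. Within the libraries numbered 4 the log2 ratios were -0.53 and -0.47. For the FPKM as deposited, without scaling, neither was called, nor with upper-quartile scaling or quantile normalization. Limma without the trend did not call BAA6_0083 either. For BAA6_0083 the limma call was lost without any of exponential replicates 1 to 3 or stationary replicates 2 and 3 (adjusted p = 0.1 to 0.129).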

DD-TPase was reported to synthesize cross-linked peptidoglycan from lipid intermediates, and then the lipid-linked peptidoglycan precursors were transported from the inner cytoplasmic membrane to the outer leaflet by flippase during cell wall formation [23, 24]. Furthermore, gene *BAA6_0084* encoding a bacterial cell division membrane protein and genes *BAA6_0550*, *BAA6_1198*, and *BAA6_1201* encoding cell division protein FtsX, FtsQ, and FtsW were all down-regulated around 2.0~3.6-fold during the stationary phase (Table S4). 

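The cell division genes fell together in all 4 cases. BAA6_0550, FtsX in the text and FtsQ in Table S4, went from 604 ± 8.71 to 168 ± 33.4 scaled FPKM (log2 fold change -1.85, standard error 0.15, limma adjusted p = 0.000185), ftsW (BAA6_1201) from 430 ± 7.74 to 148 ± 32.3 (log2 fold change -1.56, standard error 0.16, limma adjusted p = 0.000459), ftsQ (BAA6_1198) from 323 ± 9.98 to 117 ± 23.9 (log2 fold change -1.48, standard error 0.16, limma adjusted p = 0.000531) and BAA6_0084 from 379 ± 22.2 to 188 ± 94.0 (log2 fold change -1.12, standard error 0.32, limma adjusted p = 0.0210). All 4 were also called with exponential replicate 4 added, for which the paper names no reason of exclusion, without stationary replicate 4 and with the replicate block. Exponential replicate 4 had 483 for BAA6_0550 and 312 for ftsW. The pair of libraries numbered 4 gave log2 ratios from -1.27 to -0.38, against a median of -1.69 over the libraries without stationary replicate 4. For BAA6_0084 the limma call was lost without any of exponential replicates 1 to 3 or stationary replicates 2 and 3 (adjusted p = 0.0532 to 0.0707).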

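Of the 12 peptidoglycan and cell division genes that Table S4 lists, 12 were down-regulated and none was up-regulated over the 6 libraries, with 12 also adjusted over the list alone. The list is the study's choice on these samples, so its direction is not independent evidence. As sets, the 6 precursor genes and the 4 division genes were lower in limma's camera with a preset correlation (adjusted p = 0.0251 for each), and not with an estimated correlation (adjusted p = 0.484 for each). Once exponential replicate 4 was added, or without stationary replicate 4, the count stayed at 12. All 12 had a negative log2 ratio between stationary and exponential replicate 4, 5 of them past 1.5-fold (median -0.50). For the FPKM as deposited 9 of 12 were called. The paper takes the lower transcripts of these genes to reflect slowed growth in the stationary phase, and it also followed growth by OD600.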

Taken all together, genes involved in peptidoglycan biosynthesis, a key cell wall component in bifidobacteria, and cell division were generally repressed during the stationary phase in *B. lactis* A6, reflecting a retarded growth situation at the stationary growth phase.

### Acid tolerance response

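The cystathionine beta-synthase gene cysK (BAA6_0572) rose from 33.9 ± 17.2 to 240 ± 92.3 scaled FPKM (log2 fold change 2.82, standard error 0.45, limma adjusted p = 0.00214), and the cystathionine beta-lyase gene metC (BAA6_0947) from 10.8 ± 1.98 to 30.4 ± 8.89 (log2 fold change 1.38, standard error 0.33, limma adjusted p = 0.0107). Stationary replicate 4 was the lowest of its phase for both, at 133 and 20.2. After exponential replicate 4 was added, for whose absence no reason is given in the paper (49.5 and 12.0), both were called, and stationary against exponential replicate 4 gave log2 ratios of 1.36 and 0.65. The rise of metC in stationary replicates 2 and 3, 32.6 FPKM as deposited, was near that of low genes in general, a median of 35.2 FPKM (quartiles 15.2 and 62.7) for the 132 tested genes with an exponential mean up to 10 FPKM. With the replicate block over the 7 libraries metC was not called (limma adjusted p = 0.0547), and with quantile normalization its log2 fold change was -0.13.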

Gene *BAA6_0572* encoding cystathionine beta-synthase (CysK) and *BAA6_0947* encoding cystathionine beta-lyase (MetC) were upregulated 7.1 and 2.8-fold, respectively. (Table S4). CysK catalyzes the synthesis of cystathionine from homocysteine and serine, and MetC catalyzes the cleavage of cystathionine to homocysteine, pyruvate and NH_3_, which constitute the cysteine-cystathionine-cycle (CCC) in response to acid stress [25]. Meanwhile, gene *serB* encoding phosphoserine phosphatase for the biosynthesis of serine was also up-regulated 1.8-fold during the stationary phase. Moreover, gene *BAA6_0010* encoding a NADP-specific glutamate dehydrogenase (GdhA) was up-regulated 3.2-fold, which catalyzes glutamate to 2-oxoglutarate and NH_3_. In contrast, gene *BAA6_0708* and *BAA6_1220* encoding glutamine synthetase 1 and 2 were respectively down-regulated 7.4- and 2.2-fold, which are involved in catalyzing the biosynthesis of glutamine from glutamate and NH_3_. In addition, gene *livK* encoding a substrate-binding protein for the transport of branched-chain amino acids was up-regulated 3.1-fold during the stationary phase. 

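The serine gene serB (BAA6_0643) rose from 170 ± 24.0 to 369 ± 107 FPKM as deposited, which is 1.77-fold after scaling (log2 fold change 0.82, standard error 0.17, limma adjusted p = 0.00551). It was also called with exponential replicate 4 (159), which the paper leaves unused and unexplained, and the log2 ratio within the libraries numbered 4 was 0.71.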

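The glutamate dehydrogenase gene gdhA (BAA6_0010) rose from 942 ± 18.4 to 3036 ± 1162 scaled FPKM, 3.22-fold (log2 fold change 1.62, standard error 0.25, limma adjusted p = 0.00195). Stationary replicate 4 was the highest library, at 4347, and exponential replicate 4, with no reason given for its omission, lay above the other exponential libraries, at 1680. The log2 fold change was 1.41 with that library added, 1.32 without stationary replicate 4 and 1.32 between stationary and exponential replicate 4.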

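The glutamine synthetase genes fell, glnA1 (BAA6_0708) from 1604 ± 479 to 216 ± 50.0 scaled FPKM (log2 fold change -2.87, standard error 0.27, limma adjusted p = 0.000302) and BAA6_1220 from 504 ± 60.6 to 230 ± 43.8 (log2 fold change -1.13, standard error 0.17, limma adjusted p = 0.00161). Exponential replicate 4, which the paper does not explain leaving out, was far below the other exponential libraries for both, at 588 and 236, and with it the log2 fold changes were -2.52 and -0.87. Between stationary and exponential replicate 4 the log2 ratio was -1.23 for BAA6_0708 and 0.20 for BAA6_1220, so the second gene did not differ in the same direction there. Its call was lost with the replicate block over the 7 libraries (limma adjusted p = 0.104).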

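The binding protein gene livK (BAA6_0174) rose from 12.7 ± 2.72 to 38.7 ± 17.6 scaled FPKM, 3.06-fold (log2 fold change 1.44, standard error 0.43, limma adjusted p = 0.0251). Stationary replicate 4 had 18.8. As deposited, livK went from an exponential mean of 11.55 FPKM to 62.5 and 54.2 in stationary replicates 2 and 3. The 417 tested genes with the lowest exponential means rose there by a median of 51.8 FPKM (quartiles 21.9 and 96.3). The call held with exponential replicate 4 added, at 11.9 and left out by the paper for no stated reason, and within the libraries numbered 4 the log2 ratio was 0.57. With quantile normalization livK was not called. For livK the limma call was lost without any of exponential replicates 1 to 3 or stationary replicates 2 and 3 (adjusted p = 0.0559 to 0.0880).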

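The branched-chain synthesis genes ilvC and ilvB rose 4.11-fold (log2 fold change 2.02, standard error 0.20, limma adjusted p = 0.000345) and 2.59-fold (log2 fold change 1.36, standard error 0.15, limma adjusted p = 0.000531). In exponential replicate 4, whose omission the paper does not explain, ilvC was at 6257 and ilvB at 404, both above the other exponential libraries. Adding it gave log2 fold changes of 1.74 and 1.22, and stationary against exponential replicate 4 gave 1.21 and 1.06.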

Meanwhile, *BAA6_0283* encoding acetolactate synthase and *BAA6_0146* encoding ketol-acid reductoisomerase were also up-regulated 2.6- and 4.1-fold, respectively. Acetolactate synthase catalyzes the biosynthesis of acetolactate and 2-aceto-2-hydroxybutanoate from pyruvate, which are further catalyzed by ketol-acid reductoisomerase for valine, leucine and isoleucine biosynthesis [26]. 

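Of the Clp protease genes, clpP2 (BAA6_1073) rose most, from 340 ± 38.6 to 1123 ± 81.3 scaled FPKM (log2 fold change 1.73, standard error 0.12, limma adjusted p = 0.000129). The ATPase gene clpE (BAA6_0675) rose from 458 ± 16.9 to 740 ± 30.1 (log2 fold change 0.69, standard error 0.09, limma adjusted p = 0.00103) and clpP1 (BAA6_1072) from 442 ± 21.2 to 705 ± 114 (log2 fold change 0.66, standard error 0.14, limma adjusted p = 0.00567). All 3 were called with exponential replicate 4 added, a library the paper leaves out with no explanation (380 for clpP2 and 415 for clpE). In the absence of stationary replicate 4, clpP1 fell short of the fold threshold (log2 fold change 0.53). Within the libraries numbered 4 the log2 ratios were 0.76 for clpE and 0.74 for clpP1, and larger for clpP2.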

Meanwhile, *BAA6_0675* encoding ATP-binding subunit ClpE and *BAA6_1072*~1073 encoding two Clp protease proteolytic subunits ClpP1 and ClpP2 were also up-regulated 1.6, 1.6 and 3.3-fold, respectively (Table S4). Thus, genes involved in cysteine-cystathionine-cycle (CCC) pathway, glutamate dehydrogenase, branched-chain amino acids (BCAAs) biosynthesis, and Clp protease were all up-regulated in the stationary phase, which may contribute to enhance acid tolerance of *B. lactis* A6 during fermentation.

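Over the 12 genes of this section, 10 were up-regulated and 2, the glutamine synthetase genes, down-regulated, the same numbers as adjusted over the list alone. The study chose the genes on these samples, so the counts are not independent evidence of direction. The branched-chain genes and the Clp genes were higher as sets in limma's camera with a preset correlation (adjusted p = 0.047 for each), and not with an estimated correlation (adjusted p = 0.475 for each). The cysteine-cystathionine genes with serB did not pass as a set (adjusted p = 0.0743, and 0.484 with an estimated correlation). With exponential replicate 4 added the counts were again 10 and 2. Without stationary replicate 4 they were 9 and 2. Of the 12 genes, 11 kept their sign between stationary and exponential replicate 4, 10 of them past 1.5-fold. From these rises the paper proposes that the cysteine-cystathionine cycle, glutamate dehydrogenase, branched-chain amino acid synthesis and Clp protease contribute to acid tolerance. Expression was measured in untreated cultures of both phases, and survival in acid is not among the values analysed here.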

To investigate the general acid tolerance of *B. lactis* A6 under the log and stationary growth phase, an average of ~10^8^ CFU/mL bacterial cells of each growth phase were treated with acidic pH 4.0, 3.0, 2.0 for 2 h, respectively. As shown in Fig. 4, no significant difference was observed in survival rate between the two growth phases after treatment with pH 4.0 for 2 h. However, the survival rate of log phase cells was dramatically decreased to 0.07% after treatment with pH 3.0 for 2 h, significantly lower than that of 51.07% with stationary phase cells. No viable cells were detectable in log phase cells after treatment with pH 2.0 for 2 h, while ~5 log CFU/mL decrease of viable cells was observed in stationary phase cells from 8.86 to 3.99 log CFU/mL and the survival rate was 0.002%. These results suggested *B. lactis* A6 cells in stationary phase are more acid-tolerant than the log phase.

**Fig. 4:**
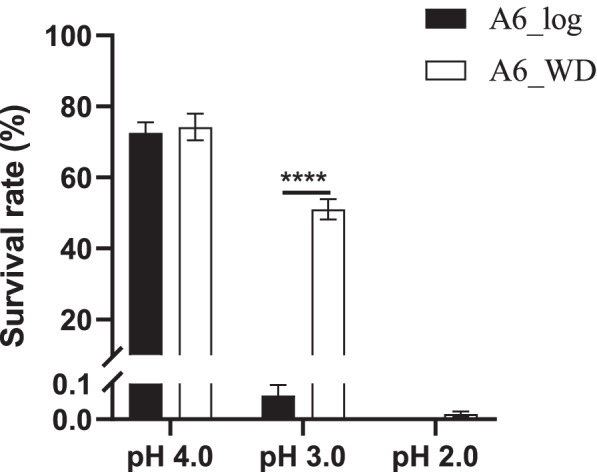
Survival rate changes of *B. lactis* A6 after acid treatment. Average of ~10^8^ CFU/mL bacterial cells during the log growth phase (A6_log) or the stationary growth phase (A6_WD) were treated with pH 4.0, 3.0, 2.0 for 2 h, respectively. Values are shown as means ± stand deviation (SD). Statistically significant differences between A6_log and A6_WD were identified using unpaired Student's t-test. (n=3; ****, *P* < 0.0001).

### Adherence to mucin was enhanced during the stationary phase

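The Tad genes, which build a type IVb pilus, were low in the exponential phase and higher in the stationary phase. Of 7 genes in the cluster, 6 were up-regulated, 6 also adjusted over the list alone, a list the study chose on these samples and so not independent evidence. The gene tadZ (BAA6_0205) rose from 7.55 ± 2.60 to 78.3 ± 44.2 scaled FPKM (log2 fold change 3.03, standard error 0.57, limma adjusted p = 0.00394) and tadB (BAA6_0207) from 3.79 ± 0.0382 to 46.9 ± 30.4 (log2 fold change 2.99, standard error 0.67, limma adjusted p = 0.00812). The gene tadC (BAA6_0208) went from 2.76 ± 1.02 to 29.1 ± 23.4 and did not pass the test (log2 fold change 2.31, standard error 1.06, limma adjusted p = 0.0951). The spread of the stationary values came from replicate 4, which had 27.4 for tadZ, 11.8 for tadB and 2.18 for tadC. Without it all 7 genes were up-regulated, with a median log2 fold change of 3.25 in place of 2.53. Most low genes were higher in stationary replicates 2 and 3, by a median of 35.2 FPKM (quartiles 15.2 and 62.7) as deposited for the 132 tested genes with an exponential mean up to 10 FPKM. The differences of tadZ (118), tadF (115), tadB (73.9) and tadE (73.8) lay above these quartiles and those of tadC (48.7), tadA (46.4) and flp (21.9) within them. Once exponential replicate 4 was added, which the paper leaves out without a reason, 6 were up-regulated. That library had 10.6 for tadZ, and stationary against exponential replicate 4 gave a positive log2 ratio for 6 of 7 genes (median 1.24), with -0.68 for tadC. As a set the genes were higher in limma's camera with a preset correlation (adjusted p = 0.0251), and not with an estimated correlation (adjusted p = 0.484). For the FPKM as deposited 5 were called.

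**Figure D1:**
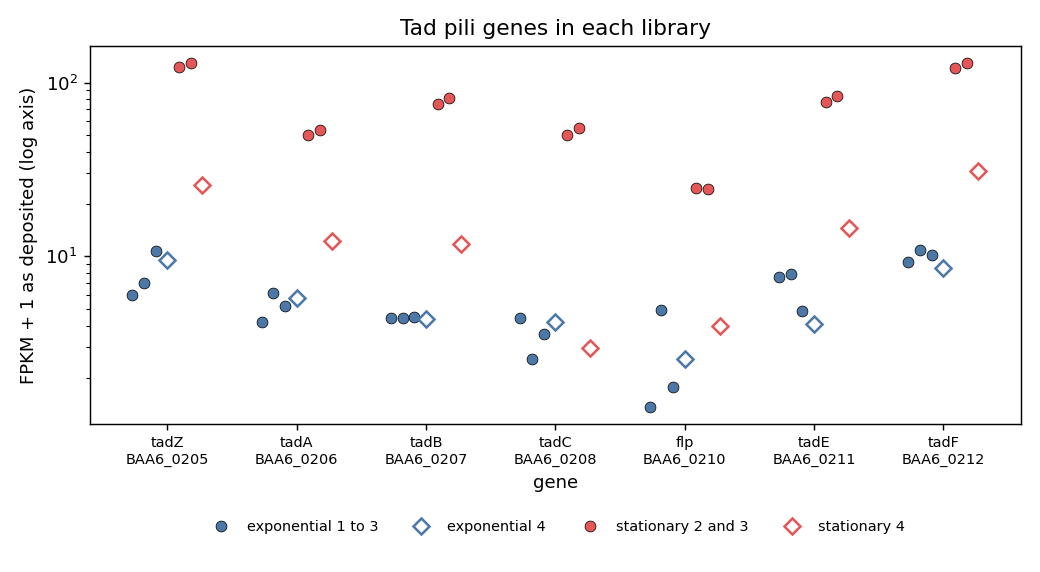
FPKM + 1 as deposited (log axis) of the 7 genes of the Tad pili cluster in each library, where circles are exponential replicates 1 to 3 (blue) and stationary replicates 2 and 3 (red), and diamonds are the libraries numbered 4 in the color of their phase. The values of stationary replicates 2 and 3 lie above all exponential libraries for each gene, and stationary replicate 4 lies between for 5 genes, within the exponential range for flp and tadC.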

In this study, a putative gene cluster of *BAA6_0205~0212* involved in type IVb tight adherence (Tad) pili biosynthesis was found up-regulated 7.0~12.4-fold during the stationary phase compared to the log phase (Table S4). Among them, genes *flp, tadE and tadF* encoding a fimbrial protein prepilin and two pseudopilins were upregulated 7.5, 7.7 and 8.0-fold, respectively, which are participated in prepilin proteins biosynthesis. 

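The pseudopilin genes tadF (BAA6_0212) and tadE (BAA6_0211) rose from 9.96 ± 0.810 to 80.0 ± 40.8 (log2 fold change 2.72, standard error 0.47, limma adjusted p = 0.00285) and from 6.36 ± 1.89 to 49.2 ± 29.8 scaled FPKM (log2 fold change 2.53, standard error 0.62, limma adjusted p = 0.0116). The prepilin gene flp (BAA6_0210) was the lowest of the cluster. It rose from 1.85 ± 2.14 to 14.2 ± 9.45 (log2 fold change 2.35, standard error 0.86, limma adjusted p = 0.0477), with 1.85 in the exponential phase resting on few fragments. In exponential replicate 4, omitted in the paper for no given reason, tadF, tadE and flp were at 9.35, 3.81 and 1.93, and with it all 3 were called. Stationary against exponential replicate 4 gave log2 ratios of 1.66, 1.67 and 0.51. With the replicate block over the 7 libraries flp was not called (limma adjusted p = 0.170). It was also not called for the FPKM as deposited, with quantile normalization or with a pseudocount of 10. For flp the limma call was lost without exponential replicate 1, exponential replicate 3, stationary replicate 2 or stationary replicate 3 (adjusted p = 0.131 to 0.163).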

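The peptidase gene tadV (BAA6_0224) lies outside the cluster and was already well expressed in the exponential phase. It rose from 389 ± 21.3 to 598 ± 87.4 scaled FPKM, 1.54-fold (log2 fold change 0.61, standard error 0.13, limma adjusted p = 0.00679). Its log2 fold change was 0.72 with exponential replicate 4 added, at 229 FPKM as deposited and unused in the paper without explanation, 0.70 without stationary replicate 4 and 0.83 within the libraries numbered 4. For tadV the fold threshold was missed without exponential replicate 2 (log2 fold change 0.56) or stationary replicate 3 (0.51). Table S5 names BAA6_0933 tadV as well, with a higher identity to the B. breve protein than BAA6_0224. BAA6_0933 went from 64.5 ± 9.86 to 79.4 ± 18.6 and did not pass the test (log2 fold change 0.28, standard error 0.22, limma adjusted p = 0.295).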

Meanwhile, gene *tadV* encoding a prepilin peptidase was up-regulated 1.5-fold in the stationary phase. Prepilin peptidase catalyzes the formation of mature pilin from prepilin proteins [27]. In addition, *tadZ* and *tadABC* encoding four Flp pilus assembly proteins involved in pilus assembly and localization were also up-regulated 10.4, 7.0, 12.4 and 10.6-fold, respectively. 

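The ATPase gene tadA (BAA6_0206) rose from 4.59 ± 1.08 to 32.2 ± 17.3 scaled FPKM (7.02-fold; log2 fold change 2.40, standard error 0.54, limma adjusted p = 0.00814), less than tadZ (10.4-fold) and tadB (12.4-fold) in fold. With quantile normalization tadA was not called. The ratio of the means of tadC was 10.6-fold, the value of a gene that did not pass the test on the log2 scale. The adjusted p of tadC was 0.0766 with exponential replicate 4 added, a library the paper gives no reason to leave out (3.96 for tadC and 5.94 for tadA), and it was called without stationary replicate 4 (log2 fold change 3.57), all from limma.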

A gene cluster - “*tad*_*2003*_” locus (*Bbr_0132~0138* and *Bbr_0901*) encoding Tad pili has been reported in *Bifidobacterium breve* UCC2003 (GenBank accession number NC_020517.1), which are responsible for colonization in murine gut [28]. The amino acid sequence alignment of Tad pili between *B. breve* UCC2003 and *B. lactis* A6 showed an amino acid sequence identity among 34.2%-59.3% (Table S5 and Fig. 5). Tad pili is an important adhesive structure identified in bifidobacteria [29], and the adhesion of *B. lactis* A6 to mucin showed that the adhesion rate was 4.90% for stationary cells, significantly higher than that of 2.38% for exponential cells (Fig. 6). These findings further confirmed the adhesion to mucin was expressed in a growth phase-dependent manner in *B. lactis* A6 strain, and the enhanced expression of Tad pili may facilitate its colonization and maintenance in the intestine of host receptor.

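In the 9 pilus genes named by the paper, 7 were up-regulated and 2, tadC and BAA6_0933, did not pass the test, 7 also with exponential replicate 4 added and 8 without stationary replicate 4. The replicate block over the 7 libraries called 6. Stationary against exponential replicate 4 differed in the same direction for 8 of the 9, 6 of them past 1.5-fold. From the higher Tad transcripts and its mucin adhesion assay, for which no values were analysed here, the paper proposes that the pili aid colonization.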

**Fig. 5:**
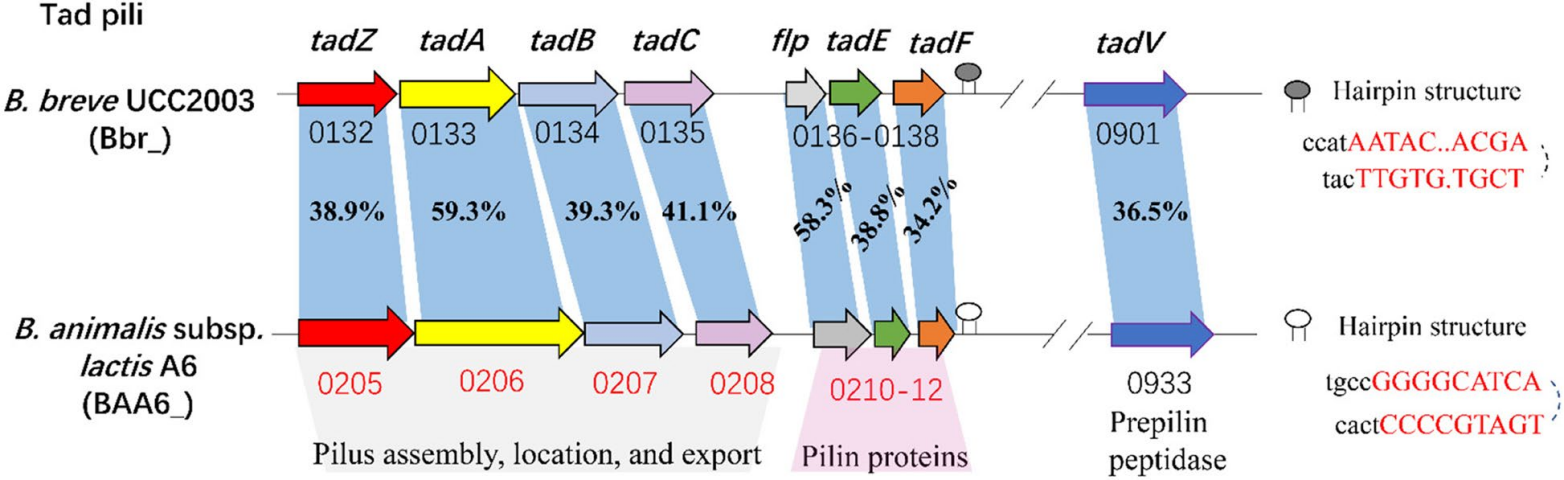
Schematic representation of the tad locus involved in pilus biosynthesis of *B. lactis* A6 compared with *B. breve* UCC2003. Each arrow represents an open reading frame (ORF), and the size of which is proportional to the length of the arrow. Gene name or gene number is right above or below the arrow. Coloring of the arrows represents the different function of the gene as indicated above each arrow. For *B. lactis* A6, gene numbers in red or black indicate transcriptionally up-regulated or unchanged genes during the stationary phase compared to the log phase. The amino acid identity of the relevant encoded proteins is indicated in percentages. The predicted transcription terminator with a hairpin structure is indicated by the stem loop.

**Fig. 6:**
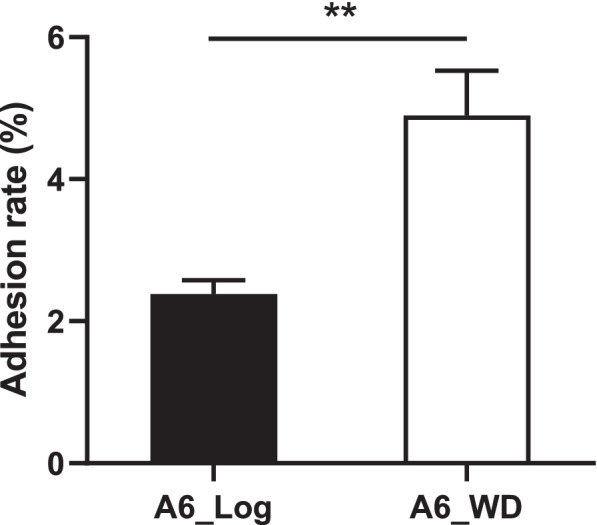
Adhesion to mucin of *B. lactis* A6. Statistically significant differences between the exponential phase (A6_log) and the stationary phase (A6_WD) were identified using an unpaired Student's t-test. (*n*=3; **, *p* < 0.01).

## Discussion

Probiotics are widely accepted to be beneficial for the maintenance of the gut homeostasis, improvement of the immune system, and amelioration of various metabolic disease [30, 31]. In recent years, the consumption of probiotics to promote health has grown rapidly worldwide and become an independent industry [32]. Notably, the physiology and application characteristics of probiotics are closely associated with the growth phase. Many studies have focused on the overall growth phase-associated changes during fermentation based on transcriptome and/or proteome technology among *L. casei*, *L. rhamnosus*, and *B. longum* [9, 10, 33]. For the species of *B. lactis*, transcriptomic techniques have been applied to reveal the oligosaccharides uptake and metabolism in *B. lactis* Bl-04 [15], the xylo-oligosaccharides utilization in *B. lactis* BB12 [34], and the tetracycline response in *B. lactis* strains Bl-04 and HN019 [35]. However, to the best of our knowledge, no transcriptomic study about the growth phase-associated changes has been reported in this species. Andersen and colleagues identified the genetic loci involved in the uptake and catabolism of 11 potential prebiotics oligosaccharides based on transcriptional analysis in *B. lactis* Bl-04. The results showed that *B. lactis* Bl-04 exhibits extensive capabilities to utilize indigestible carbohydrates in the human gastrointestinal tract. For cellobiose metabolism, genes *Balac_1569~1570* encoding two permease components and *Balac_1572* encoding oligosaccharide-binding protein of an ABC transporter responsible for cellobiose uptake were found significantly up-regulated when cellobiose was used as carbon source compared with glucose. However, in the present study, we observed two genes *BAA6_1415* encoding cellobiose ABC transporter permease protein CebG and *BAA6_1416* encoding cellobiose phosphorylase CbpA were increased 3.6 and 7.7-fold in the stationary phase compared with the log phase, respectively. *B. lactis* A6 tends to increase gene expression for utilization of exogeneous cellobiose with glucose consumption in the stationary growth phase. The strain of *B. lactis* A6 was isolated from the feces of a Bama centenarian, whose diet was rich in plant-based fibers [36]. Plant derived carbohydrates, such as cellulose, could be catalyzed to produce soluble cellobiose by cellobiohydrolases in the human gut [37]. Therefore, the up-regulation of cellobiose transport and utilization may contribute to the adaptation of *B. lactis* A6 in the intestine of healthy centenarians.

Peptidoglycan is the major component of Gram-positive bacterial cell wall and is essential for the maintenance of bacterial integrity and shape [38]. In this study, most of genes involved in peptidoglycan biosynthesis and cell division were down-regulated in the stationary phase compared with the log phase, which suggested that the bacterial growth was generally repressed during this stage. Laakso et al. has been reported the growth phase-related changes of *L. rhamnosus* GG when grew in industrial-type whey medium, and the results showed that two genes *murC* and *murD* involved in peptidoglycan biosynthesis were significantly down-regulated both at the transcriptomic and proteomic level in the stationary growth phase compared to the mid-log phase [10]. This result is consistent with what has been observed in our study. Interestingly, genes involved in oligopeptides uptake and dipeptides metabolism were found up-regulated in the stationary phase. In contrast, genes involved in *de novo* synthesis of amino acid, such as aspartate, methionine, tyrosine, phenylalanine, arginine, proline, and glutamine were highly down-regulated. It has been reported that lactic acid bacteria could lower the synthesis of DNA and proteins and shift physiological state to the stationary phase due to carbohydrate starvation conditions during fermentation [39]. At this stage, an increased catabolism of carbon sources like peptides and free amino acids was observed for energy production [40]. Therefore, the up-regulated oligopeptides uptake and dipeptides metabolism may produce more free amino acids for energy production in bacterial cells of *B. lactis* A6 and then elaborate a potential survival strategy to adapt to glucose consumption during growth.

For acid tolerance response, *B. lactis* A6 exhibited various strategies to regulate the pH reduction during growth. NH_3_ could neutralize intracellular excess H^+^ to respond acid tolerance in bacteria. Three metabolic pathways have been reported with NH_3_ production: cysteine-cystathionine-cycle (CCC) pathway and deamination of glutamate and BCAAs. In *B. longum* BBMN68, three genes of *malY1*, *metC3*, and *cysK* involved in CCC pathway were up-regulated 9.25-, 2.71-, and 2.84-fold after acid treatment, respectively [25]. Glutamate dehydrogenase (GDH) catalyzes the reversible oxidative deamination of glutamate to α-ketoglutarate and NH_3_. Under low pH conditions, this reaction towards to produce more NH_3_ [41]. In addition, the overexpressed BCAAs biosynthesis has been reported in an acid-pH-resistant mutant *B. longum* 8809dpH after growth at an acidic condition. A higher intracellular NH_4_^+^ concentration was observed to respond acid treatment, which are positively associated with the deamination of BCAAs [42]. In this study, genes involved in the CCC pathway (*cysK* and *metC*), glutamate dehydrogenase (*gdhA*) and BCAAs biosynthesis (*ilvB* and *ilvC*) were all up-regulated over 2.6-fold in the stationary phase compared to the log phase, which may contribute to NH_3_ production for acid tolerance response in *B. lactis* A6. Moreover, Clp protease has been reported for participating general stress responses. Clp proteases could recognizes and degrades irreversibly damaged proteins in response to acid stress [25]. The up-regulated Clp proteases for degradation of damaged proteins could facilitate amino acids recycling in *B. lactis* A6 under acid stress. Furthermore, the general acid tolerance between the log phase and stationary phase cells has been verified by *in vitro* experiment, the results showed that the stationary cells are more acid-tolerant than the log cells in *B. lactis* A6.

Colonization in the mammalian gastrointestinal tract by microbes is believed to play an essential part to confer health benefits [43]. A Tad pili encoding gene cluster - “*tad*_*2003*_” locus was identified in *B. breve* UCC2003, which was proved to be essential for colonization and persistence in murine gut as a conserved host-colonization factor [28]. The “*tad*_*2003*_” locus encodes eight proteins for the biosynthesis of a mature Tad pilus. TadE and TadF are participated in the prepilin precursor biosynthesis, and TadA is an ATPase to provide energy for Flp-pilus assembly. TadB and TadC are thought to channel the energy of ATP hydrolysis into Flp-pilus polymerization or serve as an inner membrane scaffold for the assembly of the pilus biogenesis apparatus. Then the Tad apparatus is directed to the cell poles by TadZ [27, 44]. In this study, a putative Tad pili encoding gene cluster *BAA6_0205 ~ 0212* was highly expressed during the stationary phase, which exhibited similar gene cluster structure and higher amino acid identity of 34.2%-59.3% with “*tad*_*2003*_” locus. In addition, Tad pili could bind to carbohydrate moieties present in glycoproteins or glycolipids receptors of mucus layer, which covered on the surface of intestinal epithelial cells [45, 46]. Thus, the enhanced expression of Tad pili in *B. lactis* A6 strain during the stationary phase may facilitate its colonization and maintenance in the intestine of the host. To verify the hypothesis, the adhesion rate of *B. lactis* A6 to mucin was performed *in vitro* with the log and stationary phase bacterial cells, respectively. A significantly increased adhesion rate to mucin from 2.38% to 4.90% was observed during the transition from the exponential phase to the stationary phase.

## Conclusions

Probiotic bacteria harvested at different phases of growth has been shown to cause different application characteristics and mucosal responses in human. In this study, growth phase-associated changes were investigated in *B. lactis* A6 based on RNA-seq analysis. The bacterium expanded the carbon source utilizing profile to transport cellobiose, XOS and raffinose in the stationary phase and tended to metabolize L-arabinose and xylose with reduced glycolysis in the stationary phase. Meanwhile, genes involved in acid tolerance response were upregulated, and *in vitro* experiment proved that the stationary phase cells are more acid-tolerant than the log phase cells. Remarkably, a putative gene cluster encoding Tad pili was significantly up-regulated at the stationary phase, accompanied with an enhanced bacterial adhesion to mucin at this stage. These findings provide a novel insight into the growth phase associated characteristics in *B. lactis* A6 and provide valuable information for further application of *B. lactis* A6 in the food industry.

## Methods

### Bacterial strains and culture conditions

*B. lactis* A6 was isolated from the feces of a centenarian in Bama, Guangxi, China and collected from the China General Microbiological Culture Collection Center (CGMCC) with CGMCC No. 9273. A -80°C glycerol stock of *B. lactis* A6 was anaerobically (100% N_2_) incubated at 37°C in MRSc broth for 24 h, followed by 1% (v/v) inoculation to a 15 mL MRSc for overnight. The basal MRSc broth contained the following sources (per liter of deionized water): 10 g of beef extract, 5 g of yeast extract, 10 g of tryptone peptone, 20 g of glucose, 2 g of triamine citrate, 2 g of K_2_HPO_4_, 0.5 g of MgSO_4_, 0.25 g of MnSO_4_, 5 g of sodium acetate, 1 mL of Tween-80 and 0.5 g of L-cysteine. The pH and optical density at 600 nm (OD_600_) were recorded at 2-h intervals.

### RNA extraction

Overnight culture of *B. lactis* A6 strain was anaerobically (100% N_2_) inoculated (1% v/v) into a 15 mL fresh MRSc broth and incubated at 37°C. Bacterial cells were harvested in the exponential phase (OD_600_ = 0.6-0.8) and the stationary phase (OD_600_ = 4.0-4.2) by centrifugation at 4°C, 8000 × g for 5 min. Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA) and purified using the TURBO DNA-free Kit (Ambion, Austin, TX, USA) according to the manufacturer’s instructions. RNA concentration was measured using Qubit® RNA Assay Kit in Qubit® 2.0 Flurometer (Life Technologies, CA, USA). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

### RNA-seq

Sequencing libraries were generated using NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (NEB, USA). Index codes were added to attribute sequences to each sample. The library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA) to select cDNA fragments of 150~200 bp in length. Then 3 μl USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37°C for 15 min followed by 95°C for 5 min. The PCR was performed using Phusion High-Fidelity DNA polymerase (NEB) with Universal PCR primers and Index (X) primer. Finally, PCR products were purified by AMPure XP system (Beckman Coulter) and the library quality was assessed on the Agilent Bioanalyzer 2100 system (Agilent Technologies). The library preparations were sequenced on an Illumina Hiseq platform and paired-end reads were generated.

### Transcriptomic data processing

Raw data of fastq format were firstly processed through in-house perl scripts. Clean reads were obtained by removing reads containing adapter, reads containing ploy-N or reads with low quality from raw data. All clean reads were aligned to the genome of *B. lactis* A6 with GenBank Accession No. NZ_CP010433.1 by Bowtie2-2.2.3 [47]. HTSeq v0.6.1 was then used to count the numbers of reads mapped to each gene and calculate the expected number of Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced (FPKM) value [48]. Differential expression analysis of samples at the stationary growth phase compared with exponential phase was performed using the DESeq R package (V1.18.0) [49]. Genes with an adjusted *P*-value < 0.05 and |Fold change| ≥ 1.5 were assigned as differentially expressed. The metabolic pathways involved in these DEGs were further analyzed by KEGG enrichment analysis [50].

### Acid tolerance test

The acid tolerance of *B. lactis* A6 was performed according to Waddington et al. with some modifications [51]. Briefly, the bacteria were anaerobically (100% N_2_) incubated at 37°C in MRSc broth. Cells were harvested at the log growth phase (OD_600_ = 0.6-0.8) and the stationary phase (OD_600_ = 4.0-4.2). After centrifugation at 8000 × g, 22°C for 5 min, cell pellets were washed twice with 0.85% NaCl solution and adjusted the initial bacterial numbers to ~10^8^ CFU/mL. Aliquots of 1 mL cell suspension were collected and centrifugated at 8000 × g, 22°C for 5 min. The cell pellets were then suspended in 1 mL fresh MRSc broth at pH values of 4.0, 3.0, or 2.0 (adjusted by lactic acid). After anaerobic incubation at 37°C for 2 h, the bacterial number (CFU/mL) was determined by plating 10-fold serial dilutions on MRSc agar and incubating anaerobically at 37°C for 40 h. The bacterial cells untreated with acid were included as a control. The survival rate was calculated as follows: Survival rate (%) = [(CFU/mL) _acid treatment_ / (CFU/mL) _control_] × 100. The results were obtained by three independent experiments.

### Bacterial adhesion to mucin

The amino acid sequence alignment of Tad pili between *B. breve* UCC2003 and *B. lactis* A6 was performed with SnapGene software (from Insightful Science, version 5.3) in a local alignment (Smith-Waterman) model. The adherence of bacteria to mucin was performed as described by Xiong et al. [52]. Briefly, Nunc MaxiSorp 96-well microplate (Thermo Fisher Scientific, Denmark) was coated with 100 μL of mucin (from porcine stomach; Sigma-Aldrich, USA) and incubated for 16 h at 4°C at a concentration of 2.5 pmol per well. The wells were then washed twice with PBS and incubated with 2% (w/v) bovine serum albumin for 2 h at 37°C. The wells were subsequently washed three times with PBS. The bacteria collected at the exponential and stationary phase were washed twice with PBS and resuspended to a final OD_600_ equivalent to ~2-3 × 10^8^ CFU/mL. Then 200 μL of bacterial suspension were added to coated 96-well plates and incubated at 37°C for 1 h. The unattached bacteria were removed by washing the wells for 3 times with PBS, and then treated with 200 μL 0.05% (v/v) Triton X-100 and incubated at 37°C for 30 min. The adhesion ratios (%) were calculated by comparing the bacterial counts after adhesion to the number of cells originally added to the plate wells. The results were obtained by three independent experiments.

### Statistical analysis

Data were analyzed using GraphPad Prism 8 software for Windows (GraphPad Software, Inc., La Jolla, CA, USA). Results were presented as the mean value ± standard deviation. An unpaired Student t-test was used to calculate *P* values when two groups were compared.

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

## Data Availability

All the raw data of transcriptome sequencing could be downloaded from GEO with the Accession No. GSE173957.

## Abbreviations

*B. lactis* A6: *Bifidobacterium animalis* subsp. *lactis* A6
*L. rhamnosus* GG: *Lactobacillus rhamnosus* GG
*L. casei* Zhang: *Lactobacillus casei* Zhang
*B. breve* UCC2003: *Bifidobacterium breve* UCC2003
RNA-seq: RNA-sequencing technology
MRSc: de Man-Rogosa-Sharp broth with L-cysteine
DEGs: Differential expression genes
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
XOS: Xylooligosaccharides
GOS: Galactooligosaccharides
GlcN-6P: Glucosamine-6-phosphate
GlcN-1P: Glucosamine-1-phosphate
CCC: Cysteine-cystathionine-cycle
BCAAs: Branched-chain amino acids
Tad pili: Type IVb tight adherence pili
CGMCC: China General Microbiological Culture Collection Center
FPKM: Expected number of Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced
SEG: Specifically expressed genes
LAB: Lactic acid bacteria

# Supplementary material for: Transcriptome analysis revealed growth phase-associated changes of a centenarian-originated probiotic Bifidobacterium animalis subsp. lactis A6
**Source:** BMC Microbiol. 2022 Feb 25;22:61. doi: 10.1186/s12866-022-02474-5
**Supplement:** Supplementary file 2 — Additional file 2.

*Supplementary Material*

**Transcriptome analysis revealed growth phase-associated changes of a centenarian-originated probiotic *Bifidobacterium animalis* subsp*. lactis* A6**

Hui Wang^1^, Jieran An^1^, Chengfei Fan^1^, Zhengyuan Zhai^1, 2^, Hongxing Zhang^3^, Yanling Hao^1, 2*^

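Table S1 counts the sequencing reads of the 6 libraries before and after trimming. Paired-end sequencing gives a pair of reads per fragment. The fragment totals behind the FPKM, 8286173 to 9861421, are therefore in another unit than the clean reads of the table.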

**Table S1** The number of reads before and after the trimming step.

| Sample name | Raw reads | Clean reads | clean bases | Q20(%) | Q30(%) | GC content (%) |
| --- | --- | --- | --- | --- | --- | --- |
| A6log1 | 23311618 | 23261948 | 3.49G | 98.58 | 95.71 | 60.6 |
| A6log2 | 19689878 | 19652184 | 2.95G | 98.53 | 95.58 | 60.54 |
| A6log3 | 22553776 | 22508958 | 3.38G | 98.49 | 95.52 | 60.54 |
| A6WD2 | 23893390 | 23835722 | 3.58G | 98.29 | 94.88 | 59.87 |
| A6WD3 | 23501046 | 23447790 | 3.52G | 98.38 | 95.08 | 60.05 |
| A6WD4 | 21352442 | 21096818 | 3.16G | 98.15 | 94.5 | 60.75 |

**Table S2** The information of reads mapping to the reference genome.

| Sample name | A6log1 | A6log2 | A6log3 | A6WD2 | A6WD3 | A6WD4 |
| --- | --- | --- | --- | --- | --- | --- |
| Total reads | 23261948 | 19652184 | 22508958 | 23835722 | 23447790 | 21096818 |
| Total mapped | 23115123 (99.37%) | 19531490 (99.39%) | 22330874 (99.21%) | 23605032 (99.03%) | 23247112 (99.14%) | 20996723 (99.53%) |
| Multiple mapped | 464994  (2%) | 338173 (1.72%) | 447809 (1.99%) | 642864  (2.7%) | 585452  (2.5%) | 309065 (1.46%) |
| Uniquely mapped | 22650129 (97.37%) | 19193317 (97.67%) | 21883065 (97.22%) | 22962168 (96.34%) | 22661660 (96.65%) | 20687658 (98.06%) |

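A gene is specific to a phase in Table S3 when its FPKM passes the limit of Fig. 2B in that phase alone, so the list depends on a few fragments for short or low genes. Of the 18 genes it gives for the stationary phase, 18 were among the 21 found with the 6 libraries, and with exponential replicate 4 added the 18 of both lists were the same genes.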

**Table S3** Specifically expressed genes in the stationary phase or in the log phase.

| **Group ^a^** | **Gene_ID ^b^** | **Function** |
| --- | --- | --- |
| **A6_WD** | BAA6_0047 | ISL3 family transposase |
|  | BAA6_0209 |  |
|  | BAA6_0239 | ISL3 family transposase |
|  | BAA6_0561 |  |
|  | BAA6_1129 | ISL3 family transposase |
|  | BAA6_1181 | helix-turn-helix domain-containing protein |
|  | BAA6_1182 | helix-turn-helix domain-containing protein |
|  | BAA6_1183 | hypothetical protein |
|  | BAA6_1185 | hypothetical protein |
|  | BAA6_1186 | AAA family ATPase |
|  | BAA6_1187 | hypothetical protein |
|  | BAA6_1188 | hypothetical protein |
|  | BAA6_1189 | hypothetical protein |
|  | BAA6_1190 | hypothetical protein |
|  | BAA6_1473 |  |
|  | Novel00011 | hypothetical protein |
|  | Novel00013 | hypothetical protein |
|  | Novel00017 | hypothetical protein |
| **A6_log** | BAA6_0096 | hypothetical protein |

^a^ A6_WD: stationary phase, A6_log: log phase.

^b^ Novel00011, Novel00013, and Novel00017 replicate novel transcripts annotated by Rockhopper software.

**Table S4** Genes differentially expressed at the transcriptional level in *B. lactis* A6 during the stationary phase compared to the exponential phase **^a^**.

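Of the 99 genes of Table S4, 93 were called in the direction the table gives, 39 up and 54 down, and 6 were not called. These were BAA6_1552, BAA6_1587, BAA6_1161, BAA6_1194 (dppC), BAA6_0881 (metE) and BAA6_0208 (tadC). For 96 of the 99 genes the log2 of the paper's value lay within 0.05 of the log2 of the ratio of means over the 6 libraries, and the largest difference was 0.15. After exponential replicate 4 was added this held for 29. The genes were selected by the study from these samples, so the count of calls is not independent evidence. Between stationary and exponential replicate 4, 38 of the 43 genes that the table gives as up and 54 of the 56 it gives as down had the same sign. The count was 98 without stationary replicate 4 and 70 to 75 without any other library, 78 for the FPKM as deposited, 71 with quantile normalization and 78 with the replicate block over the 7 libraries.

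**Figure D2:**
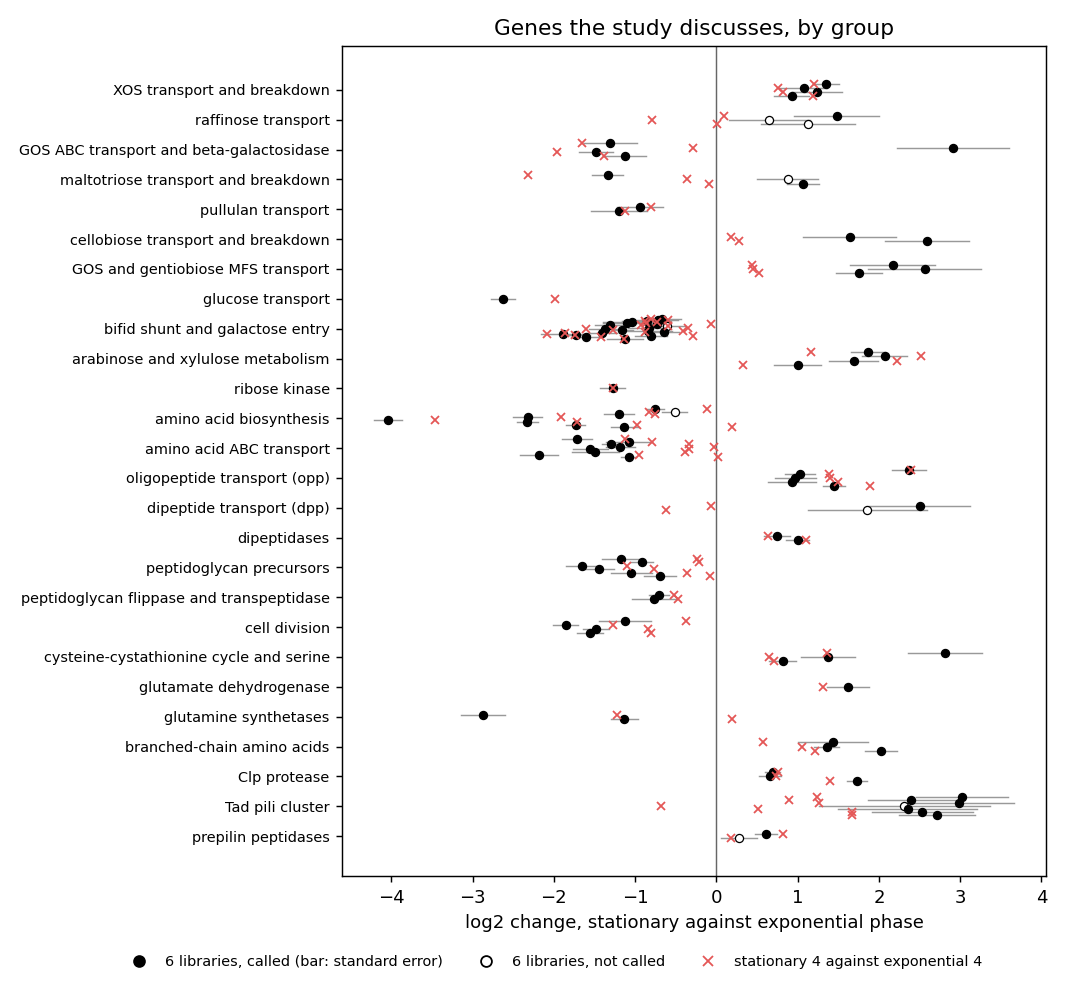
Log2 change between the stationary and the exponential phase for the genes the study discusses, grouped by function, where circles are limma's log2 fold changes over the 6 libraries with their standard errors (filled: called, open: not called), and crosses are the log2 ratio of stationary to exponential replicate 4, a single pair. The crosses lie on the same side of 0 as the circles for 92 of the 99 genes of Table S4.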

^a^ Selected genes which were discussed in the Results section.

^b^ Adjusted p-value based on false discovery rate (FDR) value of multiple hypothesis testing.

^c^ Fold changes of differential expressed genes in the stationary phase (WD) compared to the exponential phase (log). The minus number means down-regulated genes.

^d^ Functions were assigned from the KEGG pathways for *B.* *lactis* A6.

**Table S5** Alignment of amino acid sequences of tad pili in *B. lactis* A6 compared with *B. breve* UCC2003 by SnapGene software (version 5.3) in a local alignment (Smith-Waterman) module.

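Table S5 compares the predicted proteins of the Tad genes with those of Bifidobacterium breve UCC2003 by local alignment and holds no expression values. In the libraries analysed here, the genes it covers in B. lactis A6 had a mean of 1.85 to 9.96 scaled FPKM in the exponential phase for the 7 of the cluster, against 389 for BAA6_0224 and 64.5 for BAA6_0933, the genes the paper gives as prepilin peptidases outside it.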

| Gene number | | Gene name | BLAST results | | | |
| --- | --- | --- | --- | --- | --- | --- |
| A6 | UCC2003 |  | length | Identity | Similarity | Gap |
| BAA6_0205 | Bbr_0132 | *tadZ* | 280 | 38.93% | 56.43% | 11.07% |
| BAA6_0206 | Bbr_0133 | *tadA* | 327 | 59.33% | 70.03% | 0.00% |
| BAA6_0207 | Bbr_0134 | *tadB* | 206 | 39.32% | 48.06% | 16.02% |
| BAA6_0208 | Bbr_0135 | *tadC* | 168 | 41.07% | 57.14% | 17.86% |
| BAA6_0210 | Bbr_0136 | *flp* | 84 | 58.33% | 76.19% | 4.76% |
| BAA6_0211 | Bbr_0137 | *tadE* | 103 | 38.83% | 51.46% | 0.00% |
| BAA6_0212 | Bbr_0138 | *tadF* | 117 | 34.19% | 52.99% | 5.93% |
| BAA6_0933 | Bbr_0901 | *tadV* | 159 | 36.48% | 55.97% | 5.03% |
| BAA6_0224 | Bbr_0901 | *tadV* | 135 | 25.19% | 37.78% | 5.93% |

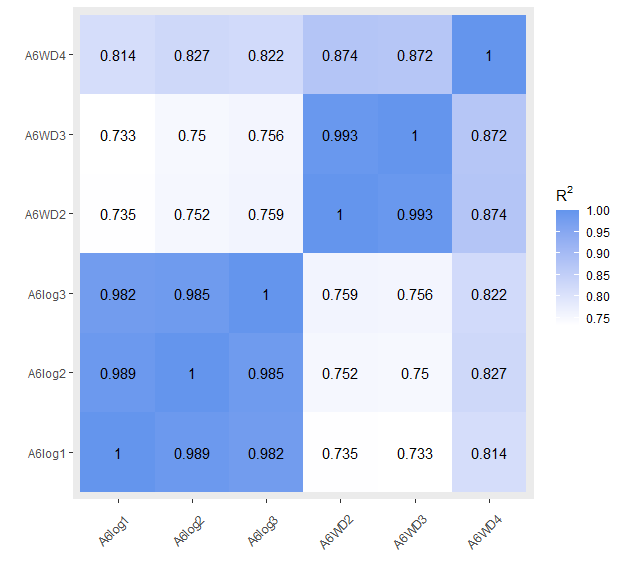

**Fig. S1.** Pearson correlation between samples. Three replicates were analyzed for each growth phase: A6_log1, A6_log2, and A6_log3 for exponential phase; A6_WD2, A6_WD3, and A6_WD4 for stationary phase.

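The values plotted are squared correlations of log10(FPKM + 1). A Pearson's r of 0.934 between stationary replicates 3 and 4 is an R2 of 0.872. The figure leaves out exponential replicate 4, whose lowest R2 with the exponential libraries shown was 0.884, above that lowest value of the stationary phase.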

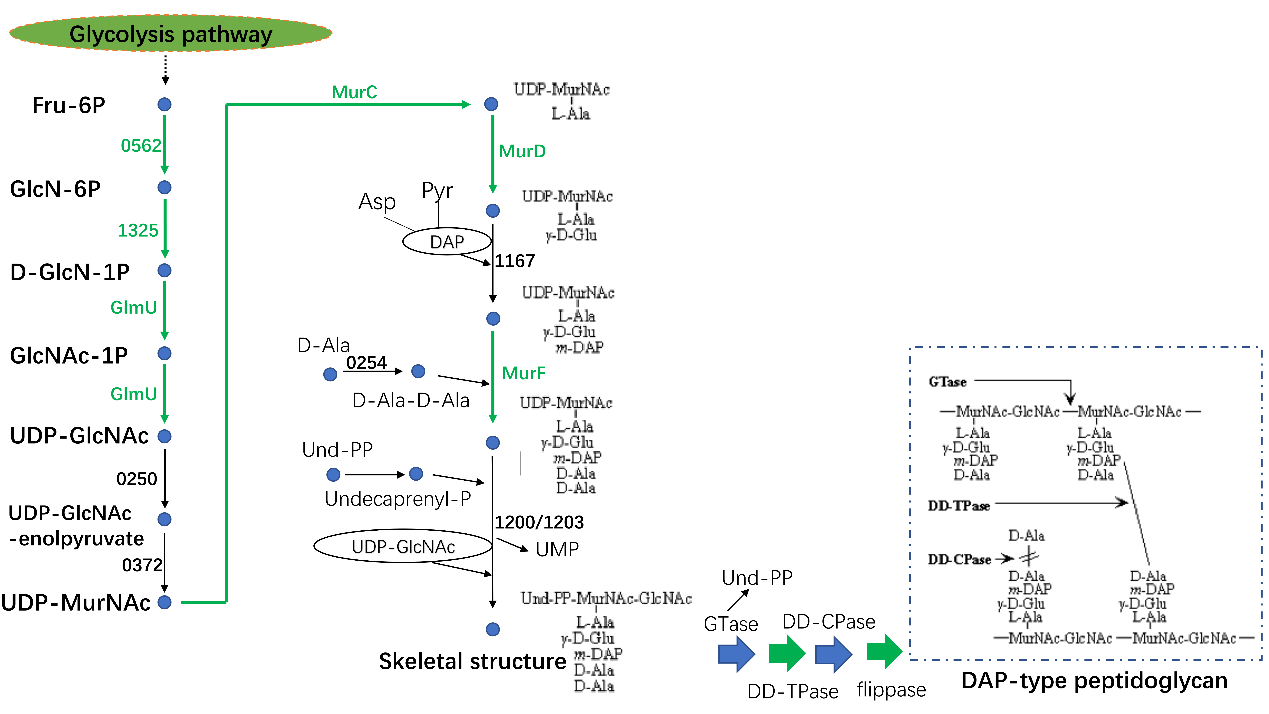

**Fig. S2.** Graphical representation of DAP-type peptidoglycan biosynthesis of *B. lactis* A6 in the stationary phase compared to the log phase. Fru-6P, fructose-6-phosphate; GlcN-6P, glucosamine-6-phosphate; D-GlcN-1P, glucosamine-1-phosphate; GlcNAc-1P, N-acetylglucosamine-1-phosphate; UDP-GlcNAc, uridine diphosphate-N-acetylglucos-amine; UDP-MurNAc, UDP-N-acetylmuramate; Und-PP, undercaprenyl diphosphate; GlmU, N-acetylglucosamine-1-phosphate uridyltransferase; MurC, UDP-N-acetylmuramate L-alanine ligase; MurD, UDP-N-acetylmuramoylalanine D-glutamate ligase; MurF, UDP-N-acetylmuramoyl-tripeptide D-alanyl-D-alanine ligase. Arrows and characters in black and green color represent genes which were un-changed and down-regulated, respectively. The peptidoglycan biosynthesis pathway and structural formulas are referenced from the KEGG pathway database (<https://www.genome.jp/pathway/map00550>) [1].

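Of 6 genes that the figure draws in black as unchanged, 5 were not called and BAA6_1203 was down-regulated, 1.56-fold (log2 fold change -0.64, standard error 0.12, limma adjusted p = 0.00328). The others were BAA6_0250, BAA6_0372, BAA6_1167, BAA6_0254 and BAA6_1200, with log2 fold changes from -0.47 for BAA6_1200 to 0.21 for BAA6_0372. Of these, BAA6_1167 and BAA6_1200 had limma adjusted p = 0.00904 and 0.00546 and fell short of the fold threshold. Over all 7 libraries, with exponential replicate 4 at 356 for BAA6_1203, none of the 6 was called. Nor was BAA6_1203 for the FPKM as deposited, with upper-quartile scaling or with quantile normalization. For BAA6_1203 the fold threshold was missed without stationary replicate 3 (log2 fold change -0.57).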

Reference:

[1] Kanehisa M, and Goto S. KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res. 2000, 28, 27-30.

How the deposited data were processed for this re-analysis (not part of the article)

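RNA-seq libraries of B. lactis A6 from the exponential phase (OD600 0.6 to 0.8; replicates 1 to 4) and the stationary phase (OD600 4.0 to 4.2; replicates 2 to 4) were used, all grown in MRSc broth at 37°C. The paper's tables list 6 of the 7 libraries and give no reason for leaving out exponential replicate 4, so the main values rest on the 6, and all 7 are an alternative.

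The FPKM values were made by the authors and are used as deposited. Base calling was done with CASAVA 1.8 as the submitters state, reads were cleaned with in-house scripts, aligned to the genome of the strain with Bowtie2 2.2.3 and counted per gene with HTSeq 0.6.1. The authors tested differential expression with DESeq 1.18.0 at an adjusted p below 0.05 and a fold change of at least 1.5. The strand setting of HTSeq and any removal of ribosomal RNA are not given in the sources used here, and the 16 entries starting with BAA6_r are at 0 in every library. No other column of values per library was in the table.

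The log2 values used below were computed here from the deposited FPKM. Each library was divided by its median-of-ratios size factor, 1 was added and the logarithm to base 2 taken. Genes with a mean scaled FPKM above 1 over the fitted libraries were tested with limma 3.58.1 (R 4.3.3; linear model, empirical Bayes with a mean trend, Benjamini-Hochberg adjustment) and called at the authors' thresholds. Sets of at least 3 genes were tested with limma's camera, with a preset correlation of 0.01 and again with the correlation estimated. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9.

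Because each FPKM is a whole number of fragments divided by length and depth, fragments, lengths and totals were recovered from the ratios of the values. This was tested on simulated data, where 96.0% of 600 entries were recovered. The smallest whole numbers that fit are taken, so fragments that share a factor in every library come out too low, as does the length. The totals give the FPKM of 1 fragment in a gene of 1 kb as 0.101 to 0.121, so that low genes rest on few fragments. Since the unit of the table is FPKM, no test built for counts was run other than limma voom on the recovered fragments. The limma steps were tested on simulated data for 3 against 3 libraries and 1655 genes, where 77.3% of the genes changed 1.5-fold, 98.5% of those changed 2-fold and 100% of those changed 4-fold passed an adjusted p under 0.05, as did 11 of 1455 unchanged genes. The simulated libraries had a dispersion of 0.02 and none stood apart as stationary replicate 4 does. These shares therefore do not hold for genes that differ in that library, and tadC, at 10.6-fold, was not called.

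Whether equal replicate numbers stand for paired cultures is not stated in the sources used here. The deviations of the libraries from the mean of their phase were correlated over genes, which gave 0.175, 0.39 and 0.32 for the numbers 2, 3 and 4, and exponential replicate 2 correlated more with stationary replicate 3 (0.246) than with its own number. The replicate number was therefore run as a block, as an alternative.

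Genes named in the text were set by a rule before the data were examined. The rule took the genes of Tables S3 and S4 and those numbered in the results text, Fig. 3, Fig. 5 or Fig. S2. It also took the 10 largest rises and 10 largest falls among called genes whose libraries do not overlap between the phases, and the 10 genes with the highest mean FPKM in each phase. BAA6_0674 and BAA6_t042 lie outside the rule and are named because of the counts of expressed genes. For 3 against 3 libraries, chance gives no overlap in 10% of cases. The values of Table S4 and Fig. 2C had been seen in the paper when this rule was written. Lists by product name were not run because no table of product names was used, and the pathway annotation and the mucin adhesion assay were not analysed here.

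The alternatives set before the data were examined were no scaling, upper-quartile scaling, quantile normalization, pseudocounts of 0.1 and 10, no filter and a filter at a mean of 10, limma without the trend, with robust fitting and with array weights, exponential replicate 4 added, the replicate block with 6 and with 7 libraries, each library left out in turn, other thresholds for calls and for expressed genes, and other scales for the correlation. A batch term for the libraries numbered 4 and limma voom on the recovered fragments were chosen after seeing the data.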

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

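The interaction test, the count of far libraries over all genes, the tests of a shift shared by the libraries numbered 4 and the tests on the spread of the rise of low genes and on their length were chosen after the results had been seen, and the other tests below were set before. The results in this part were picked out because a library lay far from the others of its phase, because the effect of the phase differed between groups of libraries, or because the signal lies in a library the paper does not analyse.

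Among the 4 exponential libraries, the gap between the farthest library and its nearest neighbor, divided by the whole range, passed Dixon's 95% critical value for 30 of 159 named genes (18.9%), and for 291 of all 1659 tested genes (17.5%), where chance picks out about 1 in 20. In 25 of the 30, and in 268 of the 291, the far library was exponential replicate 4, which is not in the paper's tables. Most named genes were chosen on replicates 1 to 3, which favors a far replicate 4, so 1 in 20 is the chance rate for all genes and not for the named ones. In carbohydrate use the named genes with replicate 4 as the far library were BAA6_1092 (0.964), BAA6_0431 (0.862), BAA6_0298 (0.891), BAA6_0838 (0.97), BAA6_0839 (0.901), BAA6_0979 (0.914) and BAA6_1351 (0.907). In amino acid and cell wall genes they were BAA6_1083 (0.89), BAA6_1052 (0.881), BAA6_0562 (0.87), BAA6_1325 (0.932), BAA6_1201 (0.905), BAA6_0010 (0.954), BAA6_0250 (0.931), BAA6_1200 (0.862) and BAA6_1203 (0.847). The others were tadB (BAA6_0207, 0.89), BAA6_0561 (1.0), BAA6_0244 (0.958), Novel00002 (0.897), BAA6_1045 (0.855), BAA6_0555 (0.88), BAA6_0238 (0.839), BAA6_0944 (0.84) and Novel00009 (0.86). Another library was the far one for BAA6_0568 (0.916, exponential replicate 2), BAA6_0731 (0.87, replicate 3), BAA6_1584 (0.953, replicate 1), BAA6_1185 (1.0, replicate 2) and BAA6_1190 (0.848, replicate 3). The ratio does not give the size of the gap, which ranged from 0.15 for tadB to 5.31 for Novel00002 on the log2 scale. The ratios of 1.0 rest on few fragments. BAA6_0561 had 2 in exponential replicate 4 and 0 in replicates 1 to 3, and BAA6_1185 had 1, in replicate 2 alone.

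The libraries numbered 4 stand apart in both phases. The lowest R2 of exponential replicate 4 with the other exponential libraries was 0.884. A limma interaction term gave 721 of 1661 genes (adjusted p under 0.05), but with 1 library numbered 4 per phase the spread comes from the other 5 libraries alone and the lone libraries are assumed to vary like them, so nothing is concluded from this count. A difference in the capture of short transcripts would move genes under 300 bases alike in both libraries. The median log2 deviation of short against longer genes was 0.07 in exponential replicate 4 and -0.88 in stationary replicate 4. These values argue against it for genes under 300 bases as a whole. It stays open for entries starting with BAA6_t, which were lower in both libraries (median log2 difference -0.70 and -1.36). A culture at another point of growth, or another batch of library work, stays open, because the design gives neither a time of sampling nor a batch.

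Stationary replicate 4 lies between the exponential libraries and stationary replicates 2 and 3. A mixture with RNA like that of exponential replicates 1 to 3 would place all genes at the same position between them. A single share of such RNA is excluded as the whole cause, since the position had an interquartile range of 0.65 for 399 genes that rose at least 2-fold without this library, with a median of 0.4, while 331 genes that fell had a median of 0.78. Exponential replicate 4 was over 2-fold above replicates 1 to 3 for 139 genes and below for 100. A mixture with RNA like its own was not tested. The 212 genes over 2-fold lower in stationary replicate 4 than in 2 and 3 had a median log2 difference of -1.56 there. In exponential replicate 4 their median log2 difference was 0.0 (quartiles -0.64 and 0.61), which argues against a shared shift of these genes as a whole. Of the 212, 31 were over 2-fold lower in exponential replicate 4 too, so a shared shift stays open for a part of them. For the 106 genes over 2-fold higher in stationary replicate 4, the median in exponential replicate 4 was 0.62 (quartiles 0.33 and 2.14), so a shared shift stays open there. An earlier stationary culture remains possible and was not tested.

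Low genes were raised in stationary replicates 2 and 3, where 391 of the 417 tested genes with the lowest exponential means were above that mean in both libraries and 234 were called higher, with a median rise of 51.8 FPKM, against 7.48 FPKM in stationary replicate 4. An even background, such as residual DNA, would add about the same FPKM to each gene, but the rise had quartiles of 21.9 and 96.3 FPKM, an interquartile range of 1.44 times the median, and correlated at 0.975 between the 2 libraries, which excludes it as the whole cause over these genes. As a part of the rise it would leave almost no gene below 10.4 FPKM, 0.2 of the median rise, and 1.7% of the genes above 0 were below it in both libraries (29 of 1677; exact 95% interval 1.2% to 2.5%), over the limit of 1% set beforehand. Although 24 of the 29 had fragments in both libraries, 20 are under 300 bases, 5 longer ones share a single length and 3 have no recovered length, so these genes near the floor leave open a background of about that size, which cannot be told apart from a rise of transcripts. The 5th percentile of the FPKM was 36.8 and 32.7 in stationary replicates 2 and 3 and 4.66 to 8.41 in the exponential libraries, so rises of low genes, among them flp, tadA, cebG, dppD and lacZ, could include a background in part.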

How the results depend on the processing

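The batch term and limma voom were chosen after seeing the data. Of 128 called genes among the 159 named, 71 kept call and direction under all alternatives. The number of genes lower in the stationary phase was 286 with a fold change of at least 2, as fewer genes pass a larger fold. Genes expressed in the exponential phase only were 1 with an FPKM above 2 and 1 with exponential replicate 4 added. The lowest correlation between replicates was 0.934 as Pearson's r. Leaving out each library in turn gave 1 (without exponential replicate 1, exponential replicate 2 or stationary replicate 4) to 2 genes of the exponential phase only, a lowest R2 of 0.872 to 0.982 (the highest without stationary replicate 4), and 26 (without exponential replicate 1, stationary replicate 2 or stationary replicate 3) to 44 of 44 Table S4 carbohydrate genes called in the paper's direction. The calls over all genes ranged from 757 to 1088, the highest without stationary replicate 4.

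No called gene was called in the other direction, and BAA6_1586, not called before, was called lower with quantile normalization (limma adjusted p = 0.00539). The cause of the changes of direction below was not tested. With quantile normalization the log2 fold changes were -0.14 for BAA6_1552, -0.11 for BAA6_0518, -0.03 for BAA6_1415, -0.22 for BAA6_0525, -0.13 for BAA6_0947, -1.02 for BAA6_1586, 0.0038 for BAA6_0254, -0.37 for BAA6_0933, -0.24 for BAA6_0239, -0.09 for BAA6_1185 and -0.92 for BAA6_1473. No scaling gave 0.17 for BAA6_1584, 0.05 for BAA6_0254, 0.09 for Novel00009 and 0.14 for BAA6_0886, and upper-quartile scaling 0.11 for BAA6_1584, 0.03 for Novel00009 and 0.08 for BAA6_0886. Array weights gave 0.02 for BAA6_1584, -0.01 for BAA6_0250, -0.0034 for BAA6_0372 and 0.05 for BAA6_0886. For BAA6_0372 the value was -0.07 with exponential replicate 4 added and -0.13 with the batch term. Leaving out each library gave -0.16 to 0.05 for BAA6_1584, -0.03 to 0.85 for BAA6_1473 and -0.9 to 0.21 for Novel00009.

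The replicate number as a block over the 7 libraries gave -0.14 for BAA6_0372, and over the 6 libraries 0.0027 for BAA6_0886. It called 554 genes higher and 512 lower over the 6 and 377 and 428 over the 7, with 98 and 78 of the 99 Table S4 genes in the paper's direction. Over the 7, with 2 residual degrees of freedom, it called 26 of 155 named genes no longer and 4 newly, all others as before.

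Limits are the 3 libraries per phase, of which stationary replicate 4 got a weight of 0.054 in the array weights, and the depth, since a gene of 1 kb with 1 fragment has an FPKM of 0.101 to 0.121. Tests on counts other than limma voom, and the lists by product name, were not run.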

Differences from the paper's values

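The paper gives 1 gene as expressed in the exponential phase only, and 2 were found here. Of the alternatives set before the data were examined, an FPKM above 2, exponential replicate 4 added, and leaving out exponential replicate 1, exponential replicate 2 or stationary replicate 4 gave 1. The count stayed at 2 with an FPKM above 0.5, an FPKM above 1 in every replicate, scaled values and leaving out exponential replicate 3, stationary replicate 2 or stationary replicate 3, and was 3 with an FPKM above 1 in any replicate. Equal counts did not always hold the gene of Table S3, BAA6_0096. It was not among them without stationary replicate 4, with an FPKM above 0.5 or with an FPKM above 1 in any replicate. With exponential replicate 4 added all 3 counts of the Venn diagram, 1651, 18 and 1, and both gene lists of Table S3 were reached. The paper's methods do not describe that setting.

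At the paper's thresholds 449 genes were higher and 473 lower here, and the paper gives 399 and 416, which is within 1.5 times.

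In the range that the paper describes as lower for galactooligosaccharide uptake, BAA6_0489 was called higher (log2 fold change 2.91, standard error 0.69, limma adjusted p = 0.0105), while BAA6_0488, BAA6_0490 and BAA6_0491 were lower. BAA6_0489 is 120 bases long and not listed in Table S4, so the paper gives no fold for it. It was not called with the replicate block over the 7 libraries. In the range given as higher for raffinose uptake, BAA6_1586 was not called (0.65). It was called without stationary replicate 4, and with array weights and the replicate block over the 6 libraries, which set that library aside too. BAA6_1203 is drawn as unchanged in Fig. S2 and was called lower (-0.64), but not with no scaling, upper-quartile scaling, quantile normalization, exponential replicate 4 added, the replicate block over the 7 libraries or the batch term, nor without stationary replicate 3. The other 5 genes drawn as unchanged there were not called.

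Of the genes given as changed in Table S4, 6 were not called. BAA6_1552 (log2 fold change 0.88, limma adjusted p = 0.0784) and dppC (1.86, adjusted p = 0.0617) were called with array weights, with the replicate block over the 6 libraries and without stationary replicate 4, settings that all set aside stationary replicate 4 (weight 0.054, no partner in the block) and so are not separate support. BAA6_1587 (1.12, adjusted p = 0.13) and tadC (2.31, adjusted p = 0.0951) were called under these settings and with the batch term, which was chosen after seeing the values. BAA6_1161 (-0.61, adjusted p = 0.0536) and metE (-0.51, adjusted p = 0.0258, short of the fold) were called under these 4 settings, with exponential replicate 4 added and with the replicate block over the 7 libraries, and metE also with quantile normalization. With the batch term 96 of the 99 genes were called in the direction of the paper, so 3 were not.

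The value that the text calls Pearson's correlation coefficient equals the squared coefficient here, and the coefficient itself was 0.934. The gene BAA6_0550 has 1 name in the text and another in Table S4, FtsX and FtsQ.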

Other observations

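The largest falls hold genes beside those of arginine synthesis. BAA6_0728 and BAA6_0729, whose numbers lie just below argF, fell to 93.6 ± 33.9 (log2 fold change -3.62, standard error 0.27, limma adjusted p = 0.000143) and from 866 ± 90.7 to 75.2 ± 17.7 scaled FPKM (-3.53, 0.18, adjusted p = 6.92e-05). BAA6_0555 fell from 1929 ± 123 to 197 ± 56.8 and BAA6_0357 from 1301 ± 167 to 142 ± 3.42, and the paper describes none of these 4. All 4 were called lower with exponential replicate 4 added, where BAA6_0728 and BAA6_0729 were at 880 and 672, with the replicate block over the 7 libraries and without stationary replicate 4. Between stationary and exponential replicate 4 the log2 ratio was -2.79 for BAA6_0728, -2.86 for BAA6_0729, -2.34 for BAA6_0555 and -1.54 for BAA6_0357.

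Abundant genes outside the pathways above fell as well. BAA6_0052 fell from 12550 ± 2111 to 3814 ± 1374 scaled FPKM (log2 fold change -1.76, standard error 0.28, limma adjusted p = 0.00214), and BAA6_0790, a hypothetical protein gene in Fig. 2C, from 25680 ± 3677 to 14420 ± 1056 (-0.83, 0.24, adjusted p = 0.0228). The log2 ratios of stationary to exponential replicate 4 were -2.21 and -1.20. The call of BAA6_0790 was lost without any of exponential replicates 1 to 3 or stationary replicates 2 and 3 (limma adjusted p = 0.0504 to 0.0849) and with no scaling (0.124) or upper-quartile scaling (0.0724).

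In exponential replicate 4, 139 genes were over 2-fold higher and 100 over 2-fold lower than in exponential replicates 1 to 3. In stationary replicate 4, 106 were over 2-fold higher and 212 lower than in stationary replicates 2 and 3, of which 35 and 31 moved the same way in exponential replicate 4. Over 1661 genes the deviations of the libraries numbered 4 had a correlation of 0.32. Transcripts predicted by the study were higher in both (median log2 difference 3.97 and 2.77), and entries starting with BAA6_t lower (-0.70 and -1.36).

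The 6 libraries can be split into 3 and 3 in 10 ways, so the share of splits that call as many genes as the real one can never be under 0.1, and chance as a cause of the calls cannot be told apart by it. The real split called 922 genes, the most of any other split was 0, and 1 of the 10 splits, the real one, reached 922.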
